# Metformin improves cognition of aged mice by promoting cerebral angiogenesis and neurogenesis

**DOI:** 10.18632/aging.103693

**Published:** 2020-09-16

**Authors:** Xiaoqi Zhu, Junyan Shen, Shengyu Feng, Ce Huang, Zhongmin Liu, Yi Eve Sun, Hailiang Liu

**Keywords:** metformin, cognitive level, angiogenesis, neurogenesis, anti-aging

## Abstract

Metformin is a widely used drug for type 2 diabetes that is considered to have potential anti-aging effects. However, the beneficial effects of metformin in middle-aged normoglycemic mice are less explored. Here, we report that metformin treated by tail vein injection improved cognitive function of aged mice better than oral administration, which seem to show a dose-dependent manner. Correspondingly, long-term oral administration of metformin was associated with significant disability rates. Further, metformin restored cerebral blood flow and brain vascular density and promoted neurogenic potential of the subependymal zone/subventricular zone both *in vivo* and *in vitro*. RNA-Seq and q-PCR results indicated that metformin could enhance relative mRNA glycolysis expression in blood and hippocampal tissue, respectively. Mechanistically, glyceraldehyde-3-phosphate dehydrogenase (GAPDH), a key enzyme in glycolysis pathway, may contribute to angiogenic and neurogenic potentials of NSCs. Interestingly, the relative GAPDH mRNA expression of peripheral blood mononuclear cell was gradually decreased with aging. Meanwhile its expression level positively correlated with cognitive levels. Our results indicated that metformin represents a candidate pharmacological approach for recruitment of NSCs in aged mouse brain by enhancing glycolysis and promoting neurovascular generation, a strategy that might be of therapeutic value for anti-aging in humans.

## INTRODUCTION

Aging involves slow deterioration of many homeostatic functions throughout the life of an organism. Moreover, middle age is a life period during which many physiological and psychological changes occur, leading to cognitive impairment, behavioral deterioration, and eventually, deterioration of brain function [1–3]. Metformin, a drug approved to treat diabetes, appears to have many aging-related protective effects. Epidemiological studies have shown that metformin can decrease the incidence of multiple age-related diseases including diabetic angiopathy, cardiomyopathy, and nephropathy in both diabetic and non-diabetic individuals [4, 5]. Furthermore, association studies have shown that metformin can lower the incidence of age-related neurosystemic diseases (such as Alzheimer’s disease and dementia), while clinical studies have shown that metformin plays an role in preventing cognitive decline and reducing mortality in patients with diabetes [6]. Nevertheless, the actions of metformin in the central nervous system have been less studied [7]. Compelling evidence obtained from both elderly patients and rodent models shows that aging significantly impairs neurovascular coupling responses [8–10]. Importantly, age-related neurovascular impairments have been linked to impaired cognitive function and gait abnormalities. Increasing emerging evidence indicates that glucose metabolism controls endothelial cell proliferation, migration, and neovascularization generation [8, 11]. Additionally, blood vessel function is required for efficient neural stem cell (NSC) proliferation and differentiation, providing oxygen or a local source of signaling molecules secreted from endothelial cells and also delivering systemic regulatory factors that may regulate NSC metabolism [12]. Thus, therapeutic interventions that restore neurovascular function in elderly patients have the potential to improve a range of age-related neurological deficits. Metformin, a drug approved to treat diabetes, appears to target many aging-related mechanisms, such as inhibition of mitochondrial complex 1 in the electron transport chain, and consequent reduction of endogenous production of reactive oxygen species (ROS) [13]. In addition, metformin was shown to stimulate glycolytic lactate production in cultured primary rat astrocytes [14]. Unexpectedly, metformin can also recruit NSCs to enhance neural function and restore central nervous system remyelination capacity by rejuvenating aged stem cells [15, 16]. These findings arouse our interest to determine whether age-related declines of cognitive level, vascular integrity, and neurogenic niche can be restored by administering metformin. Overall, our results suggest that metformin has beneficial effects by tail vein injection (not oral administration) on cognitive levels in aged mice. These effects are associated with restoration of vascular integrity, producing a richer cerebral blood flow as well as activation of neurogenesis in the subependymal zone/subventricular zone (SEZ/SVZ). Furthermore, mRNA expression levels of glyceraldehyde-3-phosphate dehydrogenase (GAPDH), a key glycolysis enzyme, gradually decreased with age, and positively correlated with cognitive levels. Meanwhile, metformin administration enhanced glycolysis through increased mRNA expression of GAPDH, which ultimately increased angiogenesis and neurogenic potential of NSCs. Our results indicate that metformin represents a candidate pharmacological approach for recruitment of NSCs in aged mouse brain. Further, metformin restores neurovascular integrity by enhancing glycolysis, a strategy that might be of therapeutic value for anti-aging in humans.

## RESULTS

### Metformin by tail vein injection improved cognitive levels of aged mice

As aging is frequently accompanied by cognitive impairments, we examined the effect of metformin administration by tail vein injection on spatial learning and memory of aged mice. Mice aged 4, 10–12, or 20 months were treated with metformin by tail vein injection every 2 days for 1 month. Subsequently, MWM testing was used to examine the effect of metformin on spatial learning and memory. Five-day acquisition trials were then conducted using a hidden platform test. Short-term memory retention was tested 24 h after 5 days of training. Decreased escape latency was detected among 10–12 month and 20-month metformin-treated mice (Figure 1A, 1D). In this probe test, the metformin-treated group showed a significantly enhanced ability to reach the virtual platform, as measured by first time-to-platform (Figure 1B, 1E). Both control and metformin groups exhibited similar swim speeds to the virtual platform (Figure 1C, 1F), suggesting comparable vision and motivation between the two groups. To distinguish the effect of different metformin doses on cognitive function, 20-month mice were treated with metformin at different concentrations using the same procedure described above. The results showed that the beneficial effect of metformin on decreased escape latency of aged mice exhibited a dose-dependent tendency (Figure 1D). In the probe test, first time-to-platform among the different metformin doses also exhibited a dose-dependent tendency (Figure 1E). However, 4-month-old mice treated with metformin did not exhibit improved cognitive function, as escape latency in the metformin-treated group was not different than the control group during the five-day training period (Supplementary Figure 1A). In the probe test, first time-to-platform was not significantly decreased in the metformin-treated group (Supplementary Figure 1B). Both the control and metformin groups exhibited similar swim speeds to the virtual platform (Supplementary Figure 1C), suggesting that metformin did not improve the cognitive function of young mice. Collectively, these results indicate that metformin can enhance spatial learning and memory function of aged mice, but not young mice, and may exhibit a dose-dependent tendency.

**Figure 1:**
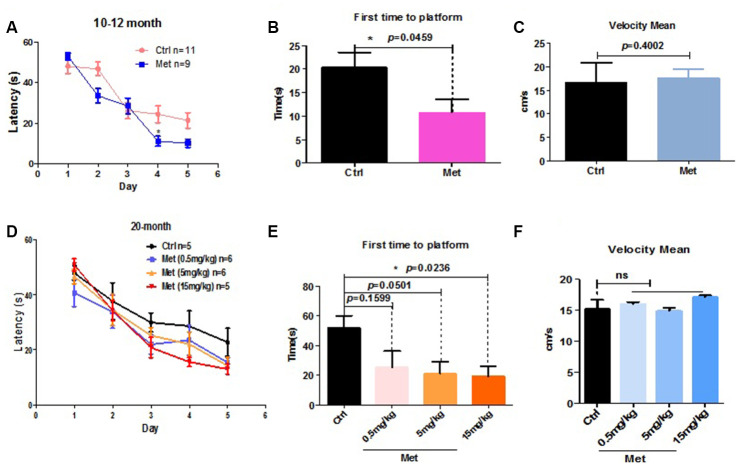
**Metformin improved spatial learning and memory of older mice in the Morris water maze test.** (**A**) Escape latency of 10–12-month mice treated with metformin (Met) (*n* = 9) was significantly shorter compared with the control group (Ctrl) (*n* = 11). (**B**) Probe tests conducted 24 h after the acquisition phase indicated that the first time-to-platform of 10–12-month-old mice treated with metformin was shorter than the control group. (**C**) No difference in swim speed was observed between control and metformin-treated groups. (**D**) Mean escape latency during 5 training days in 20-month-old mice treated with different doses of metformin. (**E**) Probe tests conducted after 24 h of the acquisition phase indicated that first time-to-platform was shorter in 20-month-old mice treated with higher doses of metformin than the control group. (**F**) No difference in swim speeds were observed between control and metformin-treated groups. (Number of mice in control group n=5, in 0.5mg/kg group n=6, in 5mg/kg group n=6, in 15mg/kg group n=5). The overall significance between two groups was determined by Student’s *t*-test, among three group was determined by one-way ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

### Metformin restores brain vascular integrity in aged mice

Aging significantly impairs neurovascular coupling responses. Such age-related neurovascular deterioration is accompanied with a sharp decrease in cerebral blood flow (CBF) [17]. To determine whether the beneficial effect of metformin on spatial learning and memory ability was associated with increased CBF, Doppler laser blood stream detector was used to examine CBF in mice treated with metformin. The results indicated that fold-change relative to the control group in CBF responses to contralateral whisker stimulation was significantly increased in 10–12 month- and 20-month-old aged mice (Figure 2A, 2B). Moreover, CBF of 20-month-old mice treated with different dose of metformin exhibited a dose-dependent tendency (Figure 2B). However, CBF of 4-month-old mice treated with metformin was not significantly increased compared with the control group (Supplementary Figure 1D). To further examine the effects of metformin on cerebral microvasculature, immunofluorescence staining was performed. Our results showed that the number of branchpoints in the hippocampus and cerebral cortex (labeled green) were significantly increased in the metformin-treated group (Figure 2C). These results demonstrate that metformin can restore cerebromicrovascular integrity impairments and improve cognitive function in aged mice.

**Figure 2:**
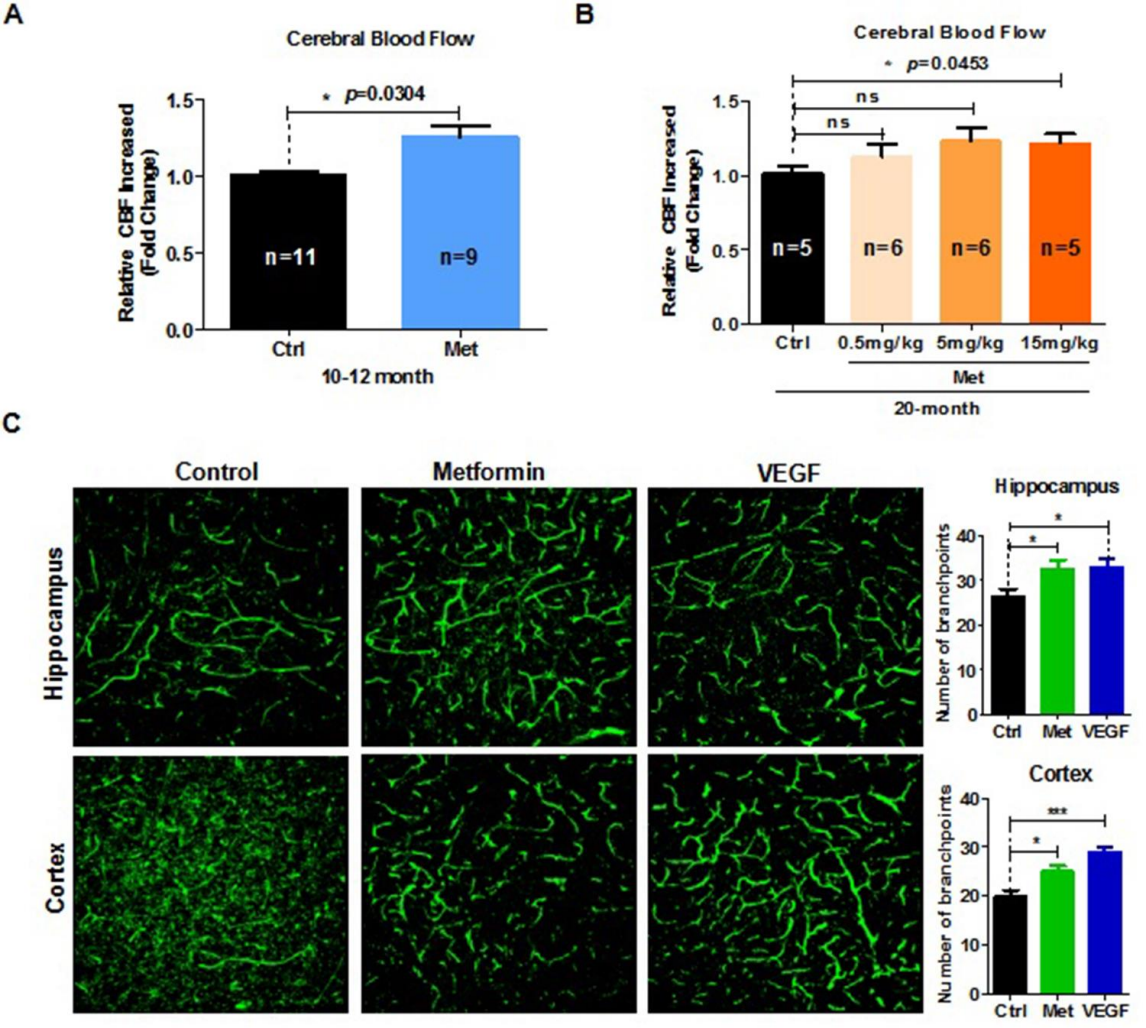
**Metformin restores brain vascular integrity of old mice.** (**A**) Fold-change relative to the control group (*n* = 11) in cerebral blood flow (CBF) response to contralateral whisker stimulation was significantly increased in 10–12-month-old mice treated with metformin (*n* = 9). (**B**) Fold-change relative to the control group in CBF response to contralateral whisker stimulation was significantly increased in 20-month-old mice treated with metformin, and exhibited a dose-dependent tendency (number of mice in control group, *n* = 5; in 0.5mg/kg group, *n* = 6; in 5mg/kg group, *n* = 6; in 15mg/kg group, *n* = 5). (**C**) (left) 3D reconstruction of the hippocampus dentate gyrus and cortex zone vasculature generated by confocal imaging of 100 μm thick sections. (right) Quantification of blood vessel branchpoint per field in the hippocampus dentate gyrus and cortex of metformin, vascular endothelial growth factor (VEGF), and control groups (every treated group *n* ≥ 3). Scale bar = 100 μm. Ctrl: Control; Met: Metformin. The overall significance between two groups was determined by Student’s *t*-test, among three group was determined by one-way ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

### Metformin rejuvenation of neurogenic potential in aging mice

The vasculature can influence NSC proliferation and differentiation, as it provides a local source of signaling molecules secreted from endothelial cells or oxygen as well as delivers systemic regulatory factors and possibly regulates NSC metabolism [12, 18]. Considering that aging causes reduced numbers of progenitor cells, and that metformin can rejuvenate brain vascular integrity of aged mice, we next examined the neurogenic potential of aged mice by analyzing sagittal SVZ and dentate gyrus sections of metformin-treated brain for expression of relevant markers (e.g., SRY-box 2 [Sox2]^+^ stem cells, glial fibrillary acidic protein [GFAP]^+^ stem cells, doublecortin [DCX]^+^ newborn neurons). Our results show that Sox2^+^ NSC numbers were significantly increased in the SVZ and dentate gyrus (Figure 3A, 3C, and Supplementary Figure 2). In addition, DCX^+^ cell numbers were also increased in SVZ areas of the metformin-treated group (Figure 3A, 3B). To determine whether the increase in neural stem and progenitor cells could produce a subsequent change in SVZ neurogenesis in the metformin-treated group, aged mice were injected with bromodeoxyuridine (BrdU) three-times after metformin treatment at 24-h intervals to label actively dividing cells. The mice were analyzed for BrdU^+^/NeuN^+^ cells to quantify newborn neurons. Our results showed that metformin increased the number of BrdU^+^/NeuN^+^ cells in the SVZ (Figure 3D, 3E). To further validate these results, we microdissected the lateral ventricle walls (ependymal zone together with SEZ/SVZ) covering the striatum, and dissociated the tissue into a single cell suspension to obtain NSCs. The CCK8 value was detected to evaluate NSCs proliferation state. The results showed that metformin promoted NSCs proliferation within the safe concentration range (≤1 mM/L), but exceeding the safe dose or long-term metformin treatment produced cytotoxicity and cell death. (Supplementary Figure 3). To confirm that metformin treatment promoted neurogenesis of NSCs, we also examined spontaneous differentiation of primary NSCs treated with metformin. First, a single-cell suspension of NSCs was plated onto laminin-coated coverslips at a density of 2 × 10^5^ cells/cm^2^. When cell confluence reached approximately 80%, basic fibroblast growth factor (bFGF) was withdrawn and NSCs were treated with metformin. After 7 days of continuous treatment with metformin, cells were fixed with 4% paraformaldehyde (PFA) and immunostained with GFAP and class III beta-tubulin (Tuj1) antibodies. The results showed that the ratio of Tuj1^+^ cells to total cells in the metformin-treated group was significantly increased (Figure 3F, 3H), while the ratio of GFAP^+^ cells to total cells was slightly decreased (Figure 3F, 3G). These results suggest that upon differentiation, metformin-treated NSCs differentiated into more neurons compared with control NSCs, indicating increased neurogenic potential. Taken together, these observations suggest that metformin promotes the neurogenic potential of NSCs in the SVZ zone both *in vivo* and *in vitro*.

**Figure 3:**
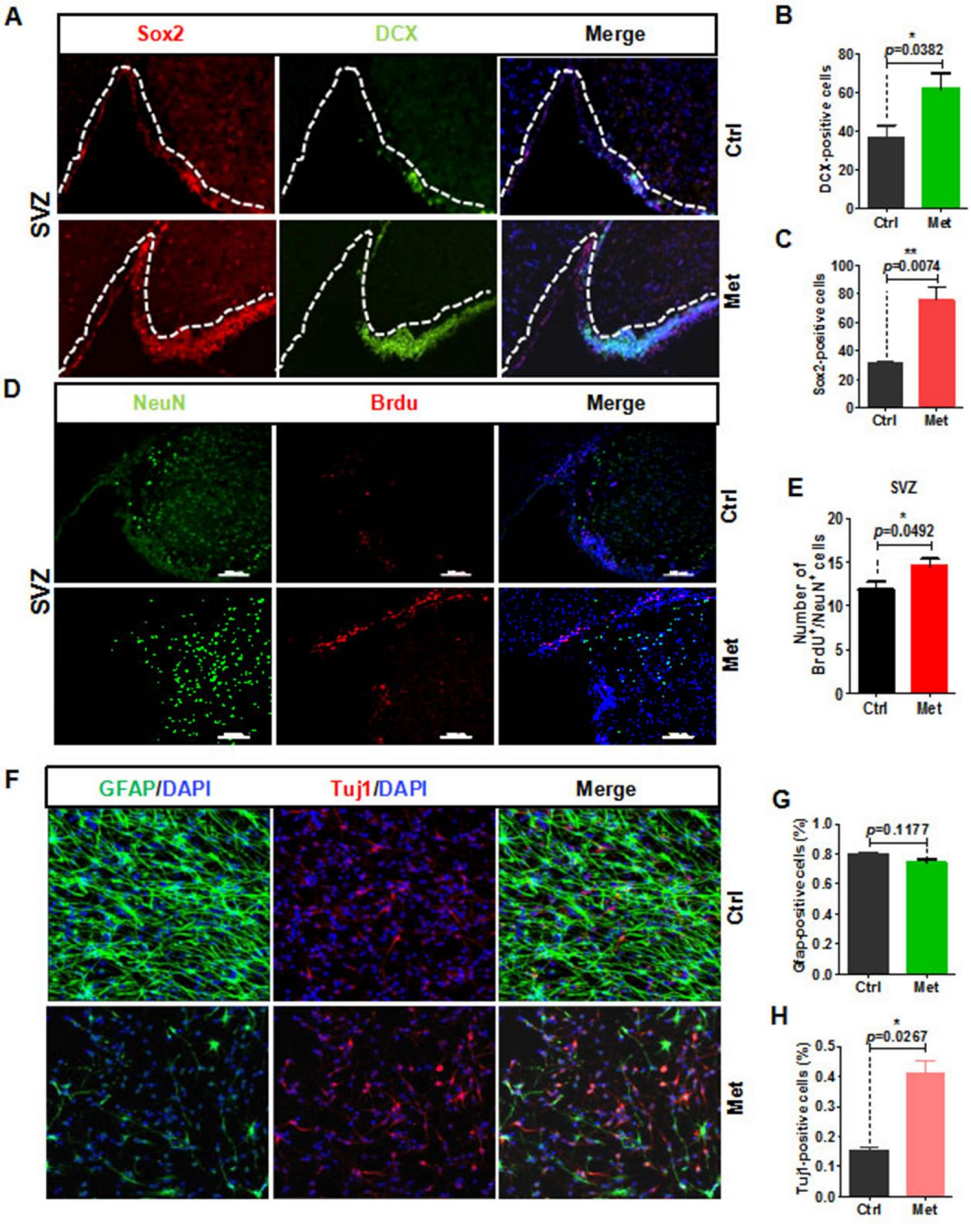
**Metformin rejuvenation of neurogenic potential in aged mice.** (**A**) The subventricular zone (SVZ) of old mice treated with metformin (*n* ≥ 3) immunostained with the neural stem cell marker, Sox2, and newborn neuronal marker, DCX. Right: Quantification of (**B**) Sox2+ cells and (**C**) DCX+ cells. (**D**) SVZ of old mice immunostained with the neuronal cell marker, NeuN, and cell proliferation marker, BrdU. Right: Quantification of (**E**) BrdU+ /NeuN+ cells to quantify newborn neurons. (**F**) Representative fields of GFAP and Tuj1 immunofluorescence staining of cultured neural stem cells treated with metformin after 7 days of spontaneous differentiation. Right: Statistical analysis of percentages of (**G**) GFAP+ cells and (**H**) Tuj1+ cells. Scale bar = 100 μm. Ctrl: Control; Met: Metformin. The overall significance between two groups was determined by Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

### Metformin enhanced glycolysis in blood of aged mice

To examine the molecular mechanisms underlying the beneficial effects of metformin on cognitive function of aged mice, we performed whole genome transcriptomic analyses combined with weighted gene co-expression network analysis (WGCNA) of peripheral blood from mice treated with metformin (Figure 4A). 

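Blood RNA of 5 control mice and 5 metformin-treated mice was analysed, with each library taken as 1 mouse. The Figure 4 legend gives an age of 8 months, and the sample labels give only adult mice, 30 days of treatment and PBS for the control group. The methods give 5 mg/kg metformin every 2 days as a general dose, and name neither a dose nor a route for these mice. RNA was extracted with TRIzol, and the authors aligned paired-end reads with TopHat v2.0.9 on an index built with Bowtie v2.0.6. Their processing notes name TopHat2, Cufflinks and the mouse genome GRCm38. In 8 of the 10 libraries the highest gene of the table was Alas2, the first enzyme of heme synthesis in red blood cell precursors. Of the 50 highest genes in each of these, 9 were on a list of erythroid markers. In control 1 and control 5 the highest gene was instead Myl2, a myosin light chain of the heart, whose log2 value was 0.46 to 4.24 in the other libraries. Alas2 was at 1.08 in control 1 and at 8.28 in control 5. Among the 50 highest genes, control 1 held 9 and control 5 held 12 genes of a heart muscle list, which was written after the data were seen, and the other 8 libraries held none. Pearson correlations across all genes were 0.876 to 0.970 between metformin libraries and 0.433 to 0.934 between control libraries, and genes are not independent replicates. The deposited table holds log2 FPKM, the fragments mapped to each gene scaled by its transcript length and by the total of the library. The log base is taken from the name of the table, and the offset added before the log is not stated in the text. The sorted values of the 10 libraries nearly coincide, with a largest SD of 0.0399 at any position, as they do after quantile normalization. A shift shared by most genes of a library therefore cannot be seen. Read counts were not used here, so the depth of each library is unknown. The 3442 genes with a log2 value of at least 1 in at least 5 libraries were compared between the groups with limma, with p-values adjusted by Benjamini and Hochberg. The main comparison keeps all 10 libraries, and values without control 1 and control 5, a choice made after the data were seen, are given beside it for part of the results.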

Differential gene expression clearly demonstrated that compared with the control group, glycolysis/gluconeogenesis, Forkhead box (FOXO) signaling, and 5′ AMP-activated protein kinase (AMPK) signaling pathways were upregulated in the metformin-treated group (Figure 4B, 4C). In addition, we found decreased plasma fructosamine in metformin-treated mice (Supplementary Figure 4). 

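Of the 3 pathways, single members passed limma in blood while most did not, which does not show that these were unchanged. Of all 3442 tested genes 145 were higher and 107 lower. Pck2, the mitochondrial enzyme that makes phosphoenolpyruvate for gluconeogenesis and a member of all 3 lists, was higher in the metformin-treated group. It lies on chromosome 14 of GRCm38 from 55540266 to 55551242. Its log2 value was 2.13 ± 0.158 (SD, n = 5) in the metformin-treated group and 1.00 ± 0.317 (SD, n = 5) in the control group, a log2 fold change of 1.13 (standard error 0.19, adjusted p = 0.00787 from limma). All 5 metformin values lay above all 5 control values. The call of Pck2 held without each library (adjusted p of limma at most 0.0317) and ended in 1 of 14 other settings (0.0573). Pgm1, which links glycogen to glycolysis, rose by 1.10 on the log2 scale (adjusted p = 0.0217 from limma), and its adjusted p was 0.0548 to 0.0571 when metformin 3, 4 or 5 was left out. In the glycolysis and gluconeogenesis list, Pck2 and Pgm1 were thus the 2 of 30 tested genes that were higher, and none was lower at an adjusted p under 0.05 from limma. Adjusted over the list alone, 2 were higher and 1, the enolase Eno1, was lower, and 3 were lower at an unadjusted p under 0.05. Of 19 core glycolytic enzymes none passed in either direction in limma, also when adjusted over the list alone, and at an unadjusted p under 0.05 none was higher and 2, Eno1 and Gpi1, were lower. In FoxO signaling, 2 of 50 tested genes were higher and 1 was lower, with the same counts adjusted over the list alone. There 9 were higher and 5 lower at an unadjusted p under 0.05. The autophagy gene Atg12 rose with Pck2, by 0.98 (adjusted p = 0.0290 from limma). Klf2, a transcription factor of quiescent lymphocytes and endothelium, had a log2 fold change of -1.52 (adjusted p = 0.0330 from limma). Leaving out any 1 of 6 libraries ended the call of Atg12 (control 5 or any metformin library, adjusted p of limma 0.0520 to 0.0849) and that of Klf2 (control 2, control 5 or any metformin library but metformin 2, adjusted p of limma 0.0565 to 0.0941). The factors Foxo3 (1.00, adjusted p = 0.148 from limma) and Foxo4 (1.24, adjusted p = 0.255 from limma) did not pass. Foxo4 was at 0.75 and 0.91 in control 1 and control 5 and at 3.21 to 4.82 in the other controls, and with these 2 libraries left out the changes were 0.34 (Foxo3, adjusted p = 0.434 from limma) and -0.00223 (Foxo4, adjusted p = 0.998 from limma). In AMPK signaling, 2 of 40 tested genes were higher, Pck2 and the cyclin Ccna2 (0.97, adjusted p = 0.0251 from limma), and none was lower in limma, also when adjusted over the list alone. At an unadjusted p under 0.05, 9 were higher and 3 lower. The call of Ccna2 ended when control 5 or metformin 1, 3 or 5 was left out, at an adjusted p of limma of 0.0543 to 0.0683. No subunit of the kinase itself passed, with Prkab2 at 0.73 (adjusted p = 0.129 from limma).
As whole lists, none of these passed camera, a test of whether a list moves more than the other genes. The mean log2 fold change was 0.17 for the core glycolytic enzymes (adjusted p = 0.909 from camera, with the list's test pointing down), 0.19 for glycolysis and gluconeogenesis (0.857), 0.27 for FoxO signaling (0.392) and 0.27 for AMPK signaling (0.273). With an estimated correlation between genes the adjusted p of camera was 0.713 to 0.973. The mean per mouse over the 85 measured AMPK members, tested in limma or not, was 1.27 ± 0.0352 (SD, n = 5) against 1.16 ± 0.0532 (SD, n = 5). Its two-sided exact permutation p was 0.00794, the smallest p these groups allow, and 0.0499 adjusted over 44 lists. Other lists, such as erythroid markers, autophagy and skeletal muscle markers, reached the same p. Without control 1 and control 5 the exact permutation p of the AMPK list was 0.0357. Skeletal muscle transcripts were higher in every metformin library, and heart transcripts made control 1 and control 5 differ from the other controls. With the erythroid score of each library as a covariate, the mean of the core glycolytic enzymes was 0.74 (adjusted p = 0.0204 from camera) and that of glycolysis and gluconeogenesis 0.62 (adjusted p = 0.00209 from camera), while that of FoxO signaling turned to -0.02. The skeletal muscle list had means of 2.77 to 3.23 in the metformin libraries and 2.72 and 2.56 in control 1 and control 5. In the other controls it was at 0.34 to 0.51. As a covariate its score leaves mainly control 1 and control 5 to compare with metformin. With this score the 2 glycolytic means turned to -0.77 (adjusted p = 0.00700 from camera) and -0.51 (adjusted p = 0.0172 from camera). When control 1 and control 5 were left out, they were 0.65 (adjusted p = 0.0178 from camera, and adjusted p = 0.360 with an estimated correlation) and 0.54 (adjusted p = 0.00366 from camera, and adjusted p = 0.360 with an estimated correlation). With muscle members of the lists also left out, the 2 means were 0.135 (adjusted p = 0.588 from camera) and 0.183 (adjusted p = 0.271 from camera). FoxO signaling (0.04, adjusted p = 0.703 from camera) and AMPK signaling (0.15, adjusted p = 0.455 from camera) did not pass without these libraries. From KEGG analysis of the green and turquoise gene modules (Figure 4B, 4C), the paper concludes that glycolysis/gluconeogenesis, FOXO and AMPK signaling were upregulated by metformin.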

Increasing emerging evidence indicates that glucose metabolism controls endothelial cell proliferation, migration, and neovascularization generation. Thus, we examined relative mRNA expression of enzymes in the glycolysis pathway of metformin-treated hippocampus tissue by quantitative real-time polymerase chain reaction (qRT-PCR). Our results showed that relative GAPDH and platelet isoform of phosphofructokinase (PFKP) mRNA expression were upregulated (Figure 4D, 4E).

**Figure 4:**
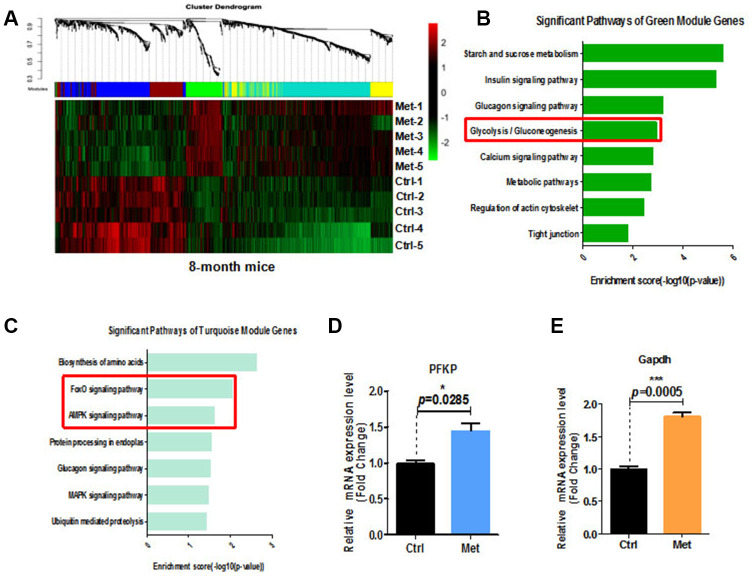
**Transcriptome analysis of blood of 8-month-old mice treated with metformin.** (**A**) Heatmap of differentially expressed genes in the blood of 8-month-old mice treated with metformin. (**B**) and (**C**) KEGG pathway analysis of green and turquoise modules. (**D**) Relative PFKP mRNA expression in hippocampal tissue from metformin-treated mice. (**E**) Relative GAPDH mRNA expression in hippocampal tissue from metformin-treated mice (every treated group *n* ≥ 3). Ctrl: Control; Met: Metformin. The overall significance between two groups was determined by Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

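The largest rises in blood were in genes of fast skeletal muscle, which were higher in the metformin-treated group. Tnnt3, the fast form of troponin T, lies on chromosome 7 from 142498836 to 142516009. Its log2 value was 6.43 ± 0.326 (SD, n = 5) in the metformin-treated group and 0.29 ± 0.246 (SD, n = 5) in the control group, a log2 fold change of 6.14 (standard error 0.293, adjusted p = 1.82e-07 from limma). The fast troponins Tnnc2 and Tnni2, the calcium pump Atp2a1, the myosin light chains Mylpf and Myl1, skeletal actin Acta1, the myosin heavy chain Myh4, Pvalb, Actn3 and Car3 rose by 2.80 to 6.00. Among the 12 genes with the largest rise that passed limma without overlap between the groups, Mthfd2, a mitochondrial enzyme of folate metabolism, was the only one outside the muscle lists. Its log2 value was 3.77 ± 0.658 (SD, n = 5) against 0.70 ± 0.395 (SD, n = 5), a log2 fold change of 3.07 (adjusted p = 0.000274 from limma). The heart genes Tnni3 (-5.54), Myl2 (-4.81), Myl3 (-3.65) and Tnnc1 (-2.83), high in control 1 and control 5, had the largest falls and did not pass limma (adjusted p = 0.113 to 0.260). Among genes that passed without overlap between the groups, those of the cytosolic ribosome fell most, led by Rps18 (chromosome 17, 33951999 to 33956001), at 3.86 ± 0.549 (SD, n = 5) against 6.48 ± 0.442 (SD, n = 5). Its log2 fold change was -2.61 (standard error 0.428, adjusted p = 0.00747 from limma). Ribosomal protein genes have many processed pseudogenes that can share their reads. Ly6e (-2.41, adjusted p = 0.0190 from limma) and Vim (-2.36, adjusted p = 0.0190 from limma), expressed in leukocytes, were also among the 12 largest of these falls. Their calls ended without metformin 4 or metformin 5, and that of Ly6e also without metformin 3, at an adjusted p of limma of 0.0515 to 0.0619. In all, 145 genes were higher and 107 lower at an adjusted p under 0.05 from limma. All 5 metformin values lay above all control values in 196 of the tested genes and below in 180, where chance gives 0.397% each way. The number of calls rested on single libraries, with 444 calls without control 3, 67 without control 5, 106 without metformin 1, 72 without metformin 3, 64 without metformin 4 and 51 without metformin 5. Leaving out control 1 and control 5 together, 200 genes were higher and 312 lower, and 99 of each direction were shared with the calls from all libraries.
Of 37 tested skeletal muscle markers, 21 were higher and none lower (22 higher adjusted over the list alone), with a mean log2 fold change of 1.98 (adjusted p = 5.29e-21 from camera, and adjusted p = 0.374 with an estimated correlation). Control 1 and control 5 had list means of 2.72 and 2.56, against 0.34 to 0.51 in the other controls and 2.77 to 3.23 in the metformin libraries, and genes such as Mb and Cox6a2 are on both the skeletal and the heart list. A list of fast skeletal muscle markers, written after the data were seen, had 22 of 23 genes higher and none lower (22 adjusted over the list alone), with a mean of 3.23 (adjusted p = 4.51e-39 from camera, and adjusted p = 0.0797 with an estimated correlation). Per library its mean was 3.35 to 3.90 in the metformin-treated group and 0.23 to 0.83 in the control group. Of 14 genes for calcium handling of muscle, a term of Figure 4B being calcium signaling, 7 were higher and none lower (8 adjusted over the list alone), with a mean of 1.53 (adjusted p = 2.04e-08 from camera, and adjusted p = 0.374 with an estimated correlation). Of 74 cytosolic ribosomal protein genes, 17 were lower and none higher (28 lower adjusted over the list alone), with a mean of -0.84 (adjusted p = 1.08e-09 from camera, and adjusted p = 0.713 with an estimated correlation). B cell markers were lower too, by -1.17 (adjusted p = 0.0146 from camera, and adjusted p = 0.713 with an estimated correlation), and whether the falls go together was not tested. Values centred on the ribosomal list lose that difference by construction (mean -0.01), and the median log2 fold change of all tested genes is then 0.841. Of 24 erythroid markers, Tfrc, the transferrin receptor, and the transcription factor Gata1 were higher and none was lower (8 higher adjusted over the list alone), with a mean of 2.16 (adjusted p = 3.22e-06 from camera, and adjusted p = 0.713 with an estimated correlation). The erythroid mean was 0.61 in control 1 and 2.37 in control 5, against 5.19 to 5.90 in the other controls and 5.96 to 6.23 in the metformin libraries. The rise was 0.50 when these 2 libraries were left out. The calls ended without control 5, metformin 3 or metformin 5, and that of Gata1 also without metformin 4, at an adjusted p of limma of 0.0515 to 0.0642. Of 19 autophagy genes, Wipi1, Optn and Atg12 were higher and none was lower (5 higher adjusted over the list alone), with a mean of 0.78 (adjusted p = 0.00344 from camera, and adjusted p = 0.713 with an estimated correlation). With the erythroid score as a covariate that mean was 0.29 (adjusted p = 0.128 from camera), and with control 1 and control 5 left out it was 0.39 (adjusted p = 0.0210 from camera, and adjusted p = 0.360 with an estimated correlation). The calls of Optn and Atg12 ended without control 5 or any 1 metformin library, at an adjusted p of limma of 0.0520 to 0.0849. For other terms of Figure 4B and 4C, no list passed camera. Of 11 genes of glycogen, starch and sucrose metabolism, Pgm1 was higher and none was lower in limma (4 higher and 1 lower adjusted over the list alone), with a mean of 0.37 (adjusted p = 0.136 from camera). That list passed camera when control 1 or control 5 was left out (0.51 and 0.47, adjusted p = 0.0308 and 0.0482) and when both were (0.69, adjusted p = 0.00323, and adjusted p = 0.193 with an estimated correlation), and with the skeletal muscle score it was at -0.25 (adjusted p = 0.500 from camera). Of 36 genes of insulin signaling, Rapgef1, an exchange factor for a small GTPase, was lower and none was higher in limma (none in either direction adjusted over the list alone, and 3 higher and 5 lower at an unadjusted p under 0.05), with a mean of 0.09 (adjusted p = 0.857 from camera). Rapgef1 was at -0.51, its call ended without control 5 or any 1 metformin library (adjusted p of limma 0.0520 to 0.100), and it turned to 0.32 with values centred on the ribosomal proteins. Of 8 genes of amino acid synthesis, Asns, asparagine synthetase, and Prps1 were higher and none was lower (2 adjusted over the list alone), with a mean of 0.45 (adjusted p = 0.308 from camera, and adjusted p = 0.0267 from fry). The call of Prps1 ended without any 1 library except control 4, at an adjusted p of limma of 0.0518 to 0.122. Of 16 genes of endoplasmic reticulum protein folding, the stress transcription factor Atf4 was higher and none was lower (1 higher and 4 lower adjusted over the list alone), with a mean of -0.14 (adjusted p = 0.102 from camera, and adjusted p = 0.000990 from fry, a rotation test of the list by itself, which gave 0.00346 when control 1 and control 5 were left out), a fall smaller than the shift from the ribosomal centring.

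**Figure D1:**
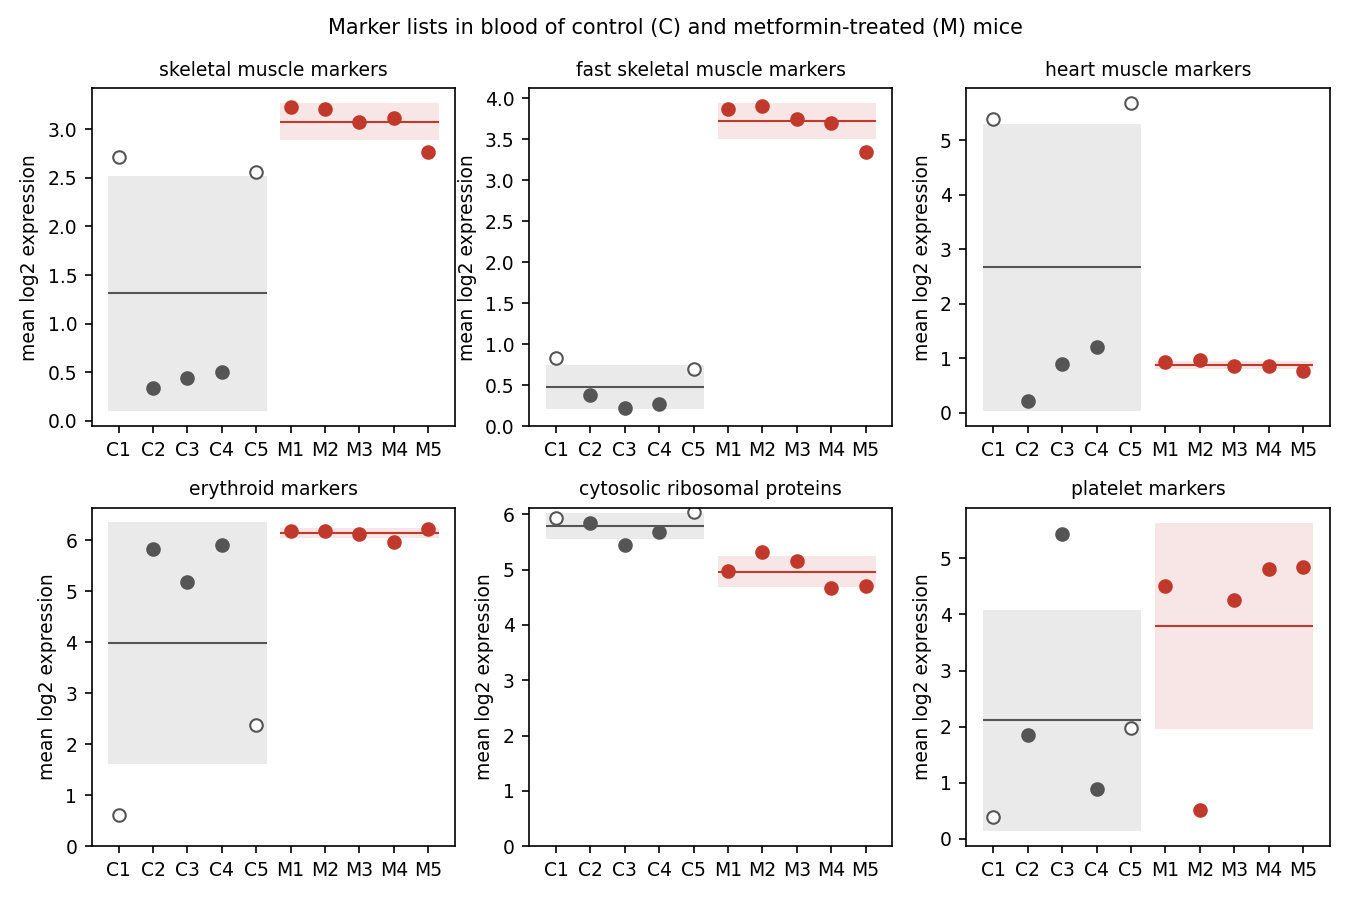
Mean log2 FPKM over 6 gene lists in each of the 10 libraries, with the mean of each group as a line and its SD as a band, and control 1 and control 5 as open points. Fast skeletal muscle markers lie at 3.35 to 3.90 in the metformin libraries and at 0.23 to 0.83 in the controls, and heart muscle markers lie at 5.40 and 5.68 in control 1 and control 5.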

### GAPDH was the key enzyme in the glycolysis pathway positively associated with increased cognitive levels in humans

Age-related decreases in brain glucose uptake exceed that of oxygen use, resulting in loss of brain aerobic glycolysis and blood flow. RNA-Seq results indicated that metformin could enhance levels of glycolysis of aged mice both *in vivo*. 

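In blood, the glycolytic enzymes listed as muscle forms included Eno3 (enolase, chromosome 11, 70657202 to 70662513), Pgam2 (phosphoglycerate mutase, chromosome 11, 5801640 to 5803733), Pfkm (phosphofructokinase) and Aldoa (aldolase). These were higher in all 5 metformin libraries and in control 1 and control 5 than in control 2, 3 and 4. Aldoa was also well expressed in control 2 to 4, at 4.28 to 5.25. Eno3 was at 4.38 ± 0.362 (SD, n = 5) in the metformin-treated group, at 3.09 ± 2.61 (SD, n = 5) in the control group and at 1.19 ± 0.0998 (SD, n = 3) in control 2 to 4. Against all 5 controls its log2 fold change was 1.29 (standard error 1.03, adjusted p = 0.389 from limma), and without control 1 and control 5 it was 3.19 (adjusted p = 5.9e-05 from limma). For Pgam2 the change was 0.58 (adjusted p = 0.761 from limma) and 2.94 (adjusted p = 0.000112 from limma) in these comparisons. For Pfkm it was 0.99 (adjusted p = 0.242 from limma) and 1.99 (adjusted p = 0.00039 from limma), and for Aldoa 1.06 (adjusted p = 0.242 from limma) and 1.95 (adjusted p = 0.00235 from limma). Gapdh, the enzyme that makes 1,3-bisphosphoglycerate, lies on chromosome 6 from 125161715 to 125166467 and has many processed pseudogenes that can share its reads. Its log2 value was 5.70 ± 0.166 (SD, n = 5) in the metformin-treated group and 6.30 ± 2.17 (SD, n = 5) in the control group. The log2 fold change of -0.60 (standard error 0.896, adjusted p = 0.648 from limma) was smaller than the SD of the controls (two-sided exact permutation test, p = 0.476). The controls fell apart, with 8.66 in control 1 and 8.61 in control 5, and 4.09, 4.95 and 5.18 in control 2 to 4. Leaving out the heart-rich control 1 and control 5, the change turned to 0.96 (adjusted p = 0.0619 from limma), and it was also positive with the erythroid score as a covariate (1.27, adjusted p = 0.0606 from limma), with libraries weighted (0.61, adjusted p = 0.431 from limma) and with values centred on the ribosomal proteins (0.23, adjusted p = 0.827 from limma). With the heart muscle score as a covariate it was 0.87 (adjusted p = 0.0490 from limma), and 0.96 passed limma without a trend when control 1 and control 5 were left out (adjusted p = 0.0316), both settings chosen after the data were seen. With the skeletal muscle score as a covariate, which compares metformin mainly with control 1 and control 5, it was -3.63 (adjusted p = 8.06e-05 from limma). Ldhb, a lactate dehydrogenase form placed on the list of blood cell forms, was likewise high in the heart-rich control 1 and control 5 (5.78 and 5.53). It was at 1.31 to 2.46 in the other controls. Its change was -1.20 with all 10 libraries and 0.35 without control 1 and control 5. Of the 13 tested forms on the list of blood cell forms, none was higher or lower in limma, also when adjusted over the list alone. That list holds Aldoc, while Aldoa is on the list of muscle forms. At an unadjusted p under 0.05 none of the 13 was higher and 2 were lower. These were Gpi1, glucose-6-phosphate isomerase, at -1.73 (adjusted p = 0.0761 from limma), and Eno1, the general enolase, at -1.09 (adjusted p = 0.0581 from limma). Both are among the 180 of 3442 tested genes with all metformin values below all control values. They were picked by their small p, so the chance for a single gene does not apply to them. The mean of the 13 forms was -0.08 (adjusted p = 0.397 from camera), and it was positive with values centred on the ribosomal proteins (0.75), with the stricter filter (0.03), with libraries weighted (0.05), with the erythroid score (0.13) and without control 5 (0.01). Bpgm, which makes 2,3-bisphosphoglycerate in red blood cells, was at 11.23 ± 0.187 (SD, n = 5) against 8.06 ± 4.49 (SD, n = 5), with 0.87 in control 1 and 6.36 in control 5. Its change of 3.18 (adjusted p = 0.227 from limma) was 0.22 (adjusted p = 0.227 from limma) with these 2 libraries left out. Of 6 enzyme forms enriched in skeletal muscle, Pgm1 was higher and none was lower (1 adjusted over the list alone), with a mean of 0.80 (adjusted p = 0.220 from camera). The mean of the muscle forms without control 1 and control 5 was 1.97, with 5 higher (5 adjusted over the list alone, adjusted p = 1.92e-06 from camera, and adjusted p = 0.262 with an estimated correlation). The blood cell forms then had a mean of 0.10, with none higher and 2 lower in limma (1 higher and 2 lower adjusted over the list alone and at an unadjusted p under 0.05), the 2 being Gpi1 (-0.88, adjusted p = 0.0479) and Eno1 (-1.09, adjusted p = 0.0449). The difference between muscle forms and blood cell forms was not tested. Leaving out control 1 or control 5 alone brought the muscle forms past camera's threshold (1.26 and 1.23, adjusted p = 0.0307 and 0.0321).

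**Figure D2:**
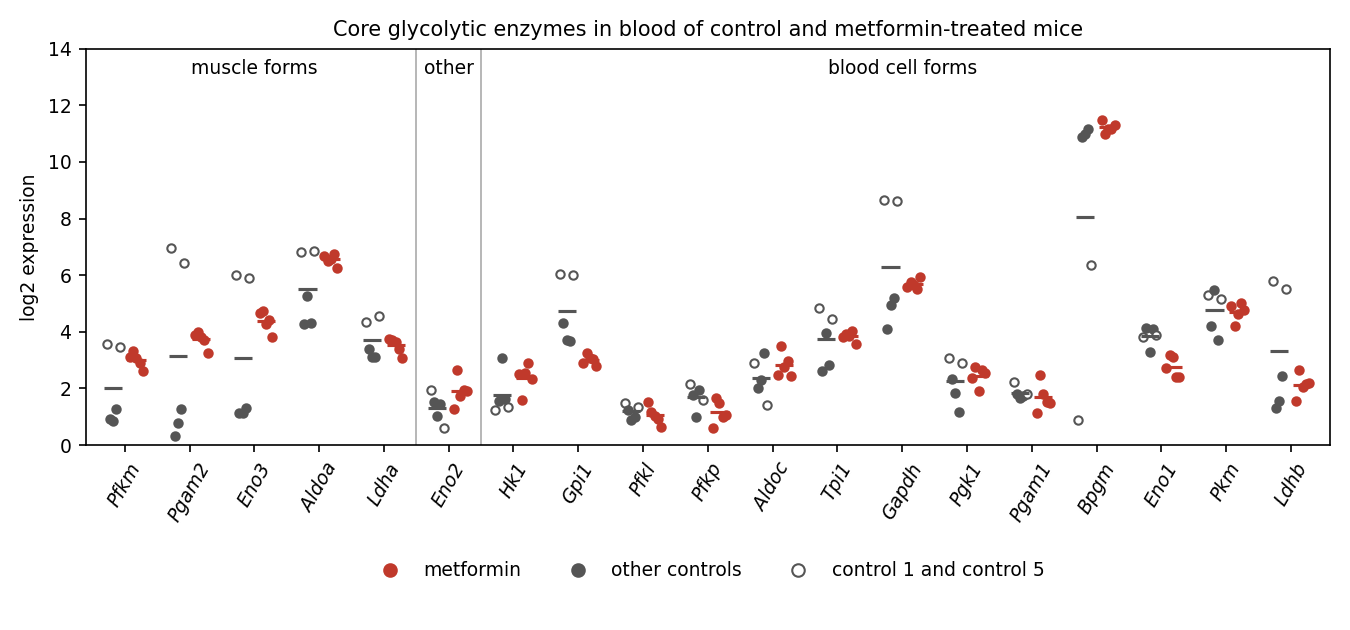
Log2 FPKM of the 19 tested core glycolytic enzymes in each library, grouped into muscle forms, the neuronal form Eno2 and forms listed for blood cells, with the mean of each group as a line and control 1 and control 5 as open points. Eno3 and Pgam2 lie at 6.00 and 6.97 in control 1, and at 1.12 and 0.34 in control 2.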

GAPDH is an important enzyme for glycolysis that converts glyceraldehyde-3-phosphate derived from glucose to 1, 3-bisphosphoglycerate in the presence of NAD^+^ [19]. Apart from this basic function, GAPDH has been suggested to play multifunctional roles in biological processes including apoptosis [20], endocytosis [21], DNA replication [22], and DNA repair [23]. Research has shown that GAPDH, the enzyme separating lower and upper glycolysis, is the rate-limiting step in the glycolysis pathway. Further, levels of fructose (1, 6) bisphosphate are predictive of the rate and control points of glycolysis [24]. Thus, we speculated that GAPDH is the key enzyme in the glycolysis pathway enhanced by metformin. To test this hypothesis, NSCs were treated with metformin and iodoacetic acid (IA), an inhibitor of GAPDH [24]. Relative GAPDH mRNA expression was significantly upregulated in NSCs from metformin-treated groups, while IA-treated groups showed significant downregulation (Figure 5A). Meanwhile, relative mRNA expression of the angiogenesis-related gene, vascular endothelial growth factor receptor 2 (VEGFR2), was also significantly upregulated in NSCs from metformin-treated groups, but significantly downregulated in IA-treated groups (Figure 5B). These results indicate that GAPDH was enhanced by metformin and served as a key factor to promote angiogenesis. To examine this effect of GAPDH in the context of neurogenesis, NSCs were similarly treated with metformin and IA. Relative mRNA expression of the neuronal marker, Tuj1, was significantly increased in the metformin-treated group and significantly downregulated in the IA-treated group (Figure 5C). Relative mRNA expression of the astrocyte marker, GFAP, was not significantly different in the metformin-treated group compared with the control group, but was significantly downregulated in the IA-treated group (Figure 5D). These results, which are consistent with those of spontaneous differentiation of metformin-treated primary neural progenitor cells, suggest that the key glycolytic enzyme, GAPDH, was enhanced by metformin, which promoted both angiogenesis and neurogenesis in NSCs. In addition, relative GAPDH mRNA expression levels in peripheral blood mononuclear cells from healthy individuals of young age (chronicle age: 20s and 30s) and old age (chronicle age: > 50s), as well as patients with Alzheimer’s disease, were gradually downregulated with aging (Supplementary Figure 5A, 5B). We next performed the Mini-Mental State Examination of old people (chronicle age > 70s) to determine correlation between cognitive function and GAPDH mRNA expression levels [25]. Our results indicate a positive association between age-dependent cognitive function and improvement in GAPDH levels (Supplementary Figure 5C).

**Figure 5:**
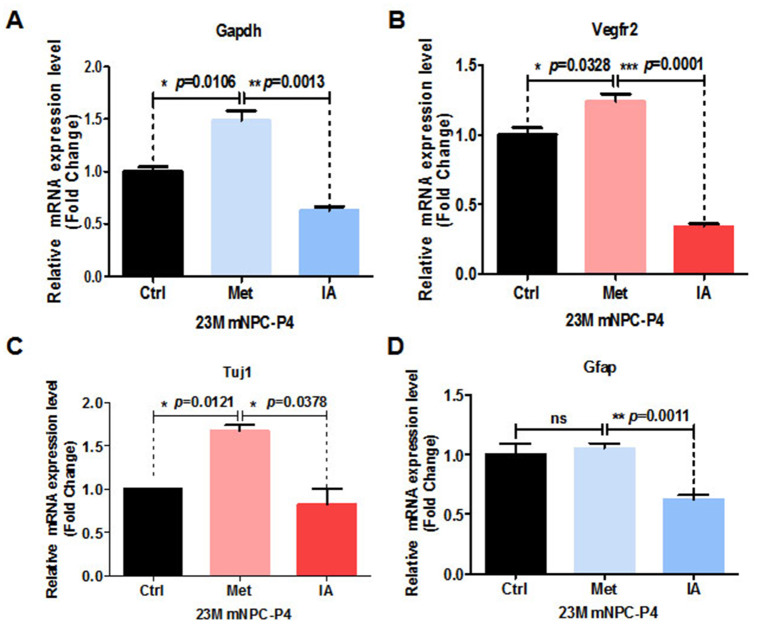
**Metformin enhanced relative mRNA expression of GAPDH in the glycolysis pathway and was associated with relative mRNA-related angiogenesis and neurogenesis and increased expression.** (**A**) Relative GAPDH mRNA expression of neural stem cells (NSCs) treated with metformin and iodoacetic acid (IA), as examined by qRT-PCR. (**B**) Relative VEGFR2 mRNA expression of NSCs treated with metformin and IA, as examined by qRT-PCR. (**C**) and (**D**), Relative Tuj1 (**C**) and GFAP (**D**) mRNA expression of NSCs treated with metformin and IA, as examined by qRT-PCR. Ctrl: Control; Met: Metformin. The overall significance between two groups was determined by Student’s *t*-test, among three group was determined by one-way ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

### Treatment by tail vein injection results in better cognitive function than oral administration of metformin

Metformin is a drug approved to treat diabetes that appears to target many aging-related mechanisms. However, some studies have reported that long-term oral administration of metformin in old mice does not restore aging-related deficits [26]. To investigate the anti-aging effects of oral administration of metformin on old mice, 8-month-old mice were treated with metformin orally for 10 months, and the overall disability rate was recorded. The results showed that overall disability rate of metformin-treated mice was significantly lower than the disability rate of control mice (Figure 6A). This indicates that long-term use of metformin is associated with a marked impairment. To avoid this side effect of metformin by oral administration, we compared treatment of old mice by tail vein injection and oral administration. As aging is frequently accompanied by cognitive impairments, the Morris water maze (MWM) was used to examine the anti-aging effect of metformin treatment by different administration methods. The results showed that metformin treatment by tail vein injection to mice resulted in a better performance on first latency to platform compared with metformin by oral administration and the control group (Figure 6B). In the probe test, mice treated with metformin by tail vein injection showed a significantly enhanced ability to reach the virtual platform, as measured by first time-to-platform (Figure 6C). Both control and metformin groups exhibited similar swim speeds to the virtual platform (Figure 6D). Thus, we concluded that metformin treatment by tail vein injection is associated with better performance on spatial learning and memory tasks compared with oral administration of metformin.

**Figure 6:**
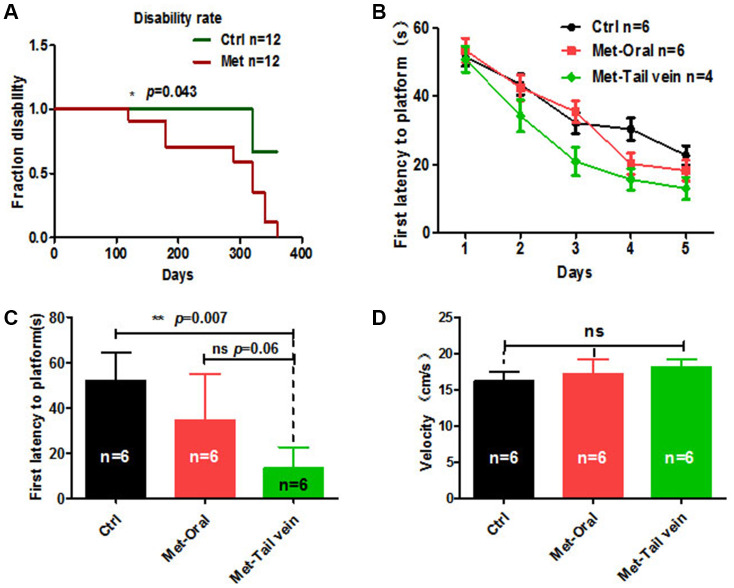
**Mice treated with metformin by tail vein injection showed better performance in the Morris water maze test.** (**A**) Mice treated with metformin (*n* = 12) for 10 months showed a considerable disability rate compared with the control group (*n* = 12). (**B**) Twenty-month-old mice treated with metformin by tail vein injection (*n* = 4) showed a better performance in escape latency than mice treated by oral administration (*n* = 6). (**C**) Probe tests conducted at 24 h after the acquisition phase indicated that the first time-to-platform of 20-month-old mice treated with metformin by tail vein injection was shorter than in mice treated by oral administration. (**D**) No difference in swim speed was observed between control and metformin-treated groups (tail vein injection or oral administration). Ctrl: Control; Met: Metformin. The overall significance between two groups was determined by Student’s *t*-test, among three group was determined by one-way ANOVA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns, not significant.

## DISCUSSION

Aging is a process involving slow deterioration of many homeostatic functions throughout an organism’s life. Middle age is a life period during which many physiological and psychological changes occur, leading to cognitive impairment, behavioral deterioration, and eventually, deterioration of brain function [1–3]. Metformin, a drug approved to treat diabetes, appears to target many aging-related mechanisms. However, it is likely that animals treated with metformin at different doses will experience differing impacts on age-related phenotypes. Mice treated with metformin at a low dose show improved lifespan, while a higher dose of metformin was toxic [27]. This is similar to our results, which show improved cognitive function at a higher dose of metformin in old mice by tail vein injection at a clinically relevant therapeutic concentration/dose (0.5–15 mg/kg). Conversely, higher concentrations of metformin (> 60 mg/kg) by tail vein injection were toxic and caused a greater disability rate. In contrast, cognitive function did not significantly improve in young mice treated with metformin (at a dose of 5 mg/kg). These results are consistent with a study by the Shao–Hua Yang group, who found that metformin treatment can impair cognitive function in young non-diabetic mice [7]. Fewer effects of metformin on certain physiological processes in young subjects were also found in a recent study on the ability of metformin to reduce inflammatory aging [27]. Overall, this appears to indicate that young mice have better physiological function and stronger tolerance to metformin than old mice.

The anti-aging mechanism of metformin is proposed to inhibit mitochondrial complex 1 of the respiratory chain, leading to increased AMP/ATP and ADP/ATP ratios, and consequently contributes to AMPK activation [28, 29]. Metformin inhibition of complex I also affects mitochondrial-induced oxidative stress by lowering ROS or indirect scavenging mechanisms, which ultimately mediates interleukin (IL)-6 release in alveolar macrophages [30–33]. This inhibitory action also induces an anti-inflammatory response by inhibiting proIL-1b production in macrophages [30]. Interestingly, anti-inflammatory therapies aiming to improve neurogenesis in old age and the inflammatory microenvironment of the aging brain regulate quiescence or activation of NSCs [34, 35]. Meanwhile, we found that metformin treatment increased the extracellular acidification rate (ECAR), even when oxidative phosphorylation-dependent ATP production was inhibited by oligomycin, suggesting that metformin treatment significantly increases lactic acid levels in a glycolysis-dependent mechanism.

Glycolysis is a multi-step process that prepares the glucose molecule for oxidative phosphorylation and subsequent generation of energy. In the normal brain, glycolysis exceeds that required for the needs of oxidative phosphorylation. Because this process occurs in a setting with adequate oxygen availability for oxidative phosphorylation, it is often referred to as aerobic glycolysis, and is a biomarker for metabolic functions broadly supporting biosynthesis and neuroprotection [36]. Numerous studies have shown that lactate production is beneficial for memory function during normal aging [37, 38]. Age-related decreases in brain glucose uptake exceed that of oxygen use, resulting in loss of brain aerobic glycolysis and blood flow. 

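In the blood RNA-Seq data, the glycolytic level of each mouse was taken as the mean log2 FPKM over the 22 measured core glycolytic enzymes, among them Gapdh, Pfkm, Aldoa and Pkm. The 5 metformin-treated mice lay between 2.97 and 3.32. Control 2, 3 and 4 lay between 2.53 and 2.64, below all of them, and control 1 and control 5 lay at 3.67 and 3.70, above all of them. The group means were 3.14 ± 0.126 (SD, n = 5) with metformin and 3.03 ± 0.602 (SD, n = 5) without, a difference within the spread between controls (two-sided exact permutation test, p = 0.690). Control 1 and control 5, whose highest transcripts are those of heart muscle, were left out only after the data were seen. The exact permutation p was then 0.0179, the smallest p these groups allow. As control 2, 3 and 4 lay below all metformin mice, that p followed from this choice. With muscle members of the list also left out, the mean log2 change of the core enzymes was 0.135 (adjusted p = 0.588 from camera). The mean over 42 measured genes of glycolysis and gluconeogenesis was 2.27 ± 0.0601 (SD, n = 5) with metformin and 2.19 ± 0.388 (SD, n = 5) without (exact permutation p = 0.643). In the metformin libraries skeletal muscle markers were higher than in control 2 to 4. Without control 1 and control 5, the core enzymes that rose past the threshold of limma were Eno3, Pgam2, Pfkm and Aldoa. All are on the list of forms enriched in skeletal muscle, and Aldoa was also well expressed in control 2 to 4 (4.28 to 5.25).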

RNA-Seq results suggest that metformin can enhance the levels of glycolysis of aged mice *in vivo*. GAPDH is an important enzyme for glycolysis that converts glyceraldehyde-3-phosphate derived from glucose to 1, 3-bisphosphoglycerate in the presence of NAD+ [19]. Here, we showed that metformin treatment significantly increased the number of Sox2+ and DCX+ NSCs and promoted neurogenesis. To determine whether aerobic glycolysis is indispensable for angiogenesis and neurogenesis in the brain, we treated cells with IA to inhibit GAPDH (as the enzyme separating lower and upper glycolysis in the pentose phosphate pathway). Cells treated with IA exhibited significant suppression of genes associated with angiogenesis and neurogenesis, indicating that GAPDH is the rate-limiting step in the glycolysis pathway. Here, we showed that aerobic glycolysis induced by metformin can significantly promote angiogenesis and neurogenesis in the aged brain.

Many studies have shown that in patients with type 2 diabetes, chronic administration of metformin causes side effects such as abdominal or stomach pain, diarrhea, early satiety, decreased appetite, risk of vitamin B-12 deficiency, and lactic acidosis [39, 40]. In the current study, we treated non-diabetic mice with metformin for 10 months. Unequivocally, our results show that chronic metformin treatment may lead to severe disabilities, including cancer, cataracts, and dermatitis. Studies in nematodes and other smaller organisms suggest that the side effects of chronic metformin treatment may be caused by changes in the gut microbiome [41, 42]. To avoid the side effects of metformin, we treated mice with metformin by tail vein injection, which is believed to have little effect on the composition of gut microbes. Interestingly, it appears that metformin treatment by tail vein injection results in better cognitive function performance than oral administration. Consequently, we speculate that gut microbes may play an important role in mediating the side effects of metformin, and this potential role needs to be further explored. In conclusion, we have examined the effect of metformin on cognitive function of middle-aged mice. Our results indicate that metformin treatment by tail vein injection in middle-aged mice leads to improved cognitive function. The beneficial effects of metformin on cognitive function are associated with the restoration of vascular integrity, producing a richer cerebral blood flow, as well as activation of neurogenesis in the SVZ. The mechanism of metformin administration enhanced glycolysis through increased mRNA expression of GAPDH, which ultimately increased angiogenesis and neurogenic potential of NSCs. We only tested the effect of metformin in middle-aged female mice. Further studies are needed to determine the anti-aging action of metformin in both males and females. Nonetheless, to avoid the side effects of metformin, our study proposes careful reconsideration of lower doses of metformin treatment by tail vein injection for translational research. Altogether, our study shows an improved method for metformin treatment, which might contribute to a reduction in the side effects of metformin and lead to better therapeutic value for anti-aging in humans.

## MATERIALS AND METHODS

### Experimental animals

C57BL/6 SPF mice (7–8 months or 8 weeks of age) were obtained from Beijing Vital River Laboratory Animal Technology (Beijing, China). All mice were housed five per cage, maintained on a 12-h light/dark schedule, and allowed free access to food and water. Animal protocols were approved by the Animal Research Committee of Tongji University School of Medicine (Shanghai, China). Experimental mice were treated with 5 mg/kg metformin by tail vein injection or oral administration (higher concentration metformin was 15 mg/kg, lower concentration metformin was 0.5 mg/kg) or VEGF (80 ng/kg) recombinant protein by tail vein injection every two days. During the treatment, the condition of the mice was recorded. Mice that developed symptoms of conditions such as cancer, cataracts, dermatitis, and amyotrophy were defined as disabled. The proportion represented by the number of disabled mice in each treatment group to the total number of mice in that group was defined as the rate of disability.

### Morris water maze task

The MWM test was used to measure hippocampal-based spatial memory and learning functions. The MWM apparatus consisted of a circular pool (1.2-m diameter) that contained water maintained at 24–26ºC. A clear, circular escape platform (11-cm diameter) was submerged approximately 1.5 cm below the water surface. To escape from the water, mice had to find the hidden escape platform. Each acquisition trial was started by placing the mouse in the water facing the wall of the tank. The training protocol consisted of 5 days (four trials per day). For each trial, the animal was placed into the maze near one of four possible points: north, south, southeast, or northwest. The location was determined randomly for each trial. During each trial, the animal was given 60 s to locate the submerged platform. If a mouse did not locate the platform, it was gently led to the platform. After either finding or being led to the platform, the animal was left on the platform for 20 s to get familiarized with its location with respect to visual cues. Animals were tested in squads of six to eight mice, with all treatment groups represented within each testing squad. The inter-trial interval for each mouse was approximately 20 min. The mice were subjected to probe trials 24 hours after training. During probe trials, the platform was removed and mice were allowed to swim in the pool for 60 s. A camera mounted on the ceiling in the center of the pool was used to track the swim route of the mouse. Data were collected using a computerized animal tracking system (EthoVision XT Base; Noldus 2020 Software, Nottingham, UK), which recorded the path length, swim speed, and time spent in each quadrant of the pool, as well as the time taken to reach the platform (latency). The time spent in each quadrant was recorded. Trials were consistently performed between 1 pm and 5 pm.

### Cerebral blood flow monitored by Moor laser Doppler imaging scanner

CBF was monitored at the site of the cranial window. Moor laser Doppler imaging (LDI) with a Moor LDI scanner (Moor Instruments, Wilmington, DE, USA) was performed with the camera in the center aiming at the animal’s brain at a height of 20 cm from the skull. Image acquisition size was 2.4 × 1.7 cm at a resolution of 172 × 118 pixels. Laser ramp speed was 4 ms/pixel. To achieve the highest CBF response, the right whiskers were stimulated for 1 min at 10 Hz. All mice were imaged in a separated scan of the same resolution, ramp speed, and image size. Increased CBF values relative to the resting level were expressed as fold-change relative to the control group.

### Cardiac perfusion of mice and tissue harvesting

Mice were deeply anaesthetized using tribromoethanol (Sigma, St. Louis, MO, USA). Blood was taken by removing the eyeball, and then centrifuged at 1000 ×*g*/min for 10 min at 4°C to obtain plasma for measuring fructosamine with fructosamine reagents (IDEXX Catalyst^TM^ Test; Westbrook, ME, USA) on IDEXX VetTest equipment. Mice were cardiac perfused with 0.01 M phosphate-buffered saline (PBS) (Sigma). Brain hemispheres were placed on an ice-cold glass dissection plate and orientated in a sagittal plane. Right hemispheres were immersed in 4% PFA for cryostat sectioning and immunohistochemistry, and stored at −80°C until required.

### Cell culture

All protocols were approved by the Ethics Research Committee at Tongji University School of Medicine. NSCs were microdissected from the lateral ventricle walls (ependymal zone together with SEZ/SVZ) covering the striatum of mice, and cultured in DMEM/F12 supplemented with 2% B-27, to which 0.1% bFGF and human epidermal growth factor (hEGF) were added daily, at 37°C in a 5% CO2 environment.

### Immunostaining

Brain tissue slices (10-μm) or cultured cell samples were treated with 4% PFA for 20 min and stored at room temperature. After three washes with PBS, all slides were incubated in blocking buffer (3% bovine serum albumin, 5% normal donkey serum, and 0.3% Triton X-100 in PBS) for 1 h at room temperature. Slides or coverslips were immersed in primary antibody buffer (200 μL per slide or 40 μL per coverslip) for incubation overnight at 4°C. Primary antibodies used in this study include: anti-GFAP (1:1000; Dako, Glostrup, Denmark), anti-Tuj1 (1:500; R&D Systems, Minneapolis, MN, USA), anti-DCX (1:400; Cell Signaling Technology, Danvers, MA, USA), anti-BrdU (1:200; Abcam, Cambridge, UK), anti-Sox2 (1:200, Abcam), and anti-NeuN (1:300; Abcam). The following day, coverslips and slides were washed three times with PBS, and then incubated with appropriate Alexa488-, Alexa568- or Cy3-conjugated secondary antibodies (1:1000; Thermo Fisher Scientific, Waltham, MA, USA) for 1 h at room temperature, or lectin-FITC (Dylight, DL-1174, Vectorlabs, CA, USA) for 2 h. DAPI staining for 15 min was used to label nuclei.

### Spontaneous differentiation of NSCs *in vitro*

To examine spontaneous differentiation of NSCs microdissected from lateral ventricle walls (ependymal zone together with SEZ/SVZ) covering the striatum of mice treated with metformin, single-cell suspensions of NSCs were plated onto coverslips coated with polyornithine (0.25 mg/mL in PBS) and laminin (5 μg/mL in DMEM-F12) at a density of 2 × 10^5^ cells/cm^2^. When NSCs reached approximately 80% confluence, bFGF and hEGF were withdrawn, and cells were treated with 1 mmol/L metformin for 7 continuous days. Subsequently, cells were fixed with 4% PFA and immunostained with GFAP and Tuj1 antibodies.

### Cell proliferation status analysis

To examine the cell proliferation status of NSCs exposed to different concentration metformin (0.5 mM/L, 1 mM/L, 10 mM/L, 20 mM/L), cell viability was performed by using the Cell Counting Kit-8 (CCK8) (Dojindo Laboratories, Kumamoto, Japan). We plated the single cell suspension of NSCs onto Laminin (5 μg/mL in DMEM-F12) at the density of 2 × 10^4^ cells/cm2 per well in a 96-well plate, and cells were treated with 10 μl CCK8 reagent each well for 3h at 37°C. The absorbance at 450 nm was measured by SpectraMax M5 Absorbance Reader.

### RNA sequencing and data analysis

Total RNA was extracted from blood by TRIzol (Invitrogen, Carlsbad, CA, USA) and quantified by a spectrophotometer (NanoDrop 1000; Thermo Fisher Scientific). Only samples that met our quality criteria (260/280 nm > 1.8) were included in experiments. All data analyses were based on clean data with high quality. Index of the reference genome was built using Bowtie v2.0.6 (bowtie-bio.sourceforge.net/bowtie2) and paired-end clean reads were aligned to the reference genome using TopHat v2.0.9 (ccb.jhu.edu/software/tophat). Reads per kilobase of transcript, per million mapped reads (RPKM) of each gene were calculated based on gene length and read counts mapped to the gene, and considering the effect of sequencing depth and gene length for read counts at the same time. All differentially expressed genes were used for heatmap analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.genome.jp/kegg) analysis. For KEGG analysis, a q-value < 0.05 was used as the threshold to determine significant enrichment of gene sets. RNA-Seq data were deposited at GSE140716.

### qRT-PCR

Total cellular RNA was isolated using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. RNA was further purified by DNAase treatment and removal kit (Ambion, Austin, TX, USA). RNA samples (1 μg each) were then reverse-transcribed into cDNA using a SuperScript III First-Strand Synthesis kit (Invitrogen) according to the manufacturer’s instructions. Real-time PCR was performed on a 7500 or Q7 real-time PCR system (Applied Biosystems, Foster City, CA, USA) using SYBR Premix Ex Taq with ROX (Bio-Rad, Hercules, CA, USA). Relative gene expression levels were normalized to β-actin and calculated as 2^-ΔΔCT^. The sequences of the primers used are listed in Table 1.

**Table 1:** Primer sequences used in qRT-PCR.

**Target gene**	**Forward primer (5'--3')**	**Reverse primer (5'--3')**
**Tuj1**	CAGCGTATACTACAATGAGGCCT	CCGCACGACATCTAGGACTGA
**Gfap**	GCGAAGAAAACCGCATCAC	CACACCTCACATCACCACGTC
**Vegfr2**	CCTACCTCACCTGTTTCCTGTA	TGGTTCCTCCAATGGGATA
**Gapdh**	CCTCGTCCCGTAGACAAAATG	TCTCCACTTTGCCACTGCAA
**β-Actin**	GGCATCCACGAAACTACCTT	TACAGGTCTTTGCGGATGTC
**PFKP**	GATGTGTGTCAAACTCTCGGA	CTTGAAATCTCCTCTCGTCCAT

### Quantification of immunohistochemical staining

Each experimental group contained at least three mice. Twelve serial sections (sagittal, 10 μm) per mouse were chosen for subsequent immunostaining, according to similar anatomical locations for each mouse.

### Human blood samples

Human blood samples were obtained from healthy volunteers. All subjects signed an informed consent form. The operation protocols were approved by the Ethics Research Committees from Huadong Hospital Affiliated to Fudan University and Tongji Hospital Affiliated to Tongji University (copies of IRB approvals are attached).

### Graphics

Unless otherwise specified, plots were generated using R (https://www.R-project.org/) or GraphPad Prism 5 (GraphPad Software, San Diego, CA).

## Supplementary Material

Supplementary Figures

# Supplementary material for: Metformin improves cognition of aged mice by promoting cerebral angiogenesis and neurogenesis
**Source:** Aging (Albany NY). 2020 Sep 16;12(18):17845–62. doi: 10.18632/aging.103693
**Supplement:** Supplementary Figures

SUPPLEMENTARY FIGURES

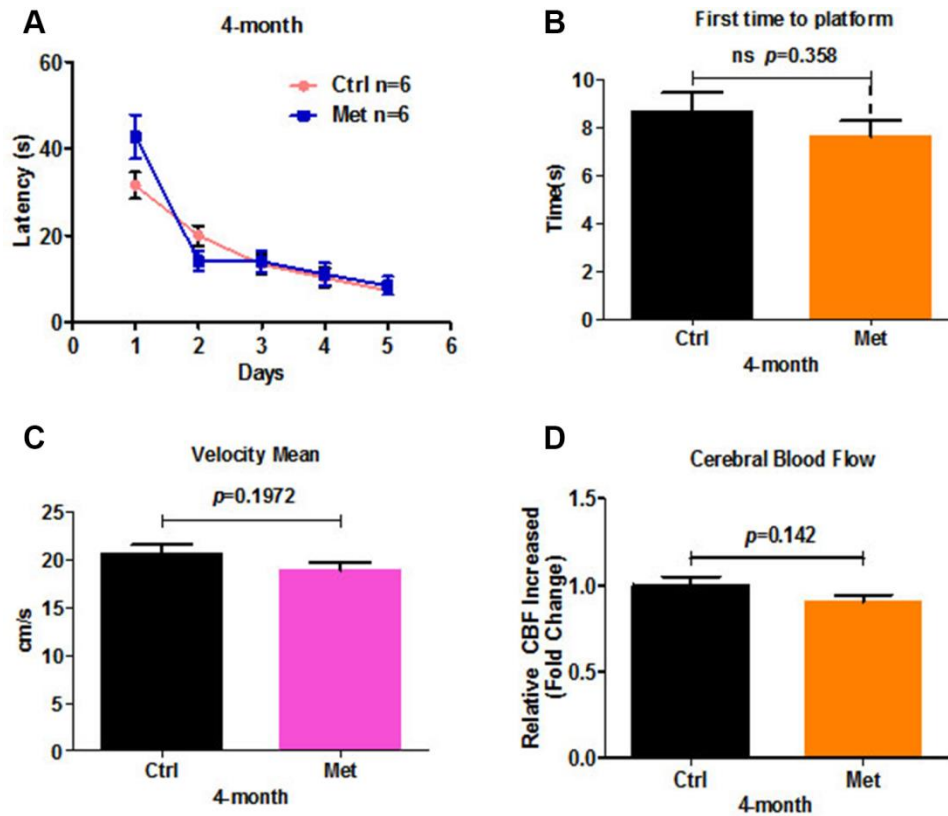

Supplementary Figure 1. Metformin did not improve spatial learning and memory of 4-month-old mice in the Morris water maze test. (A) Mean escape latency during 5 training days was not different in 4-month-old mice treated with metformin ($n = 5$) compared with the control group ($n = 6$). (B) Probe tests conducted 24 h after the acquisition phase indicated that the first time -to-platform was no different in 4-month-old mice treated with metformin than the control group. (C) Mean speed was also not different between the two groups. (D) Fold-change relative to the control group ($n = 6$) in cerebral blood flow (CBF) response to contralateral whisker stimulation was no difference in 4-month-old mice treated with metformin ($n = 5$) Ctrl: Control; Met: Metformin. The overall significance between two groups was determined by Student's t -test. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, ns, not significant.

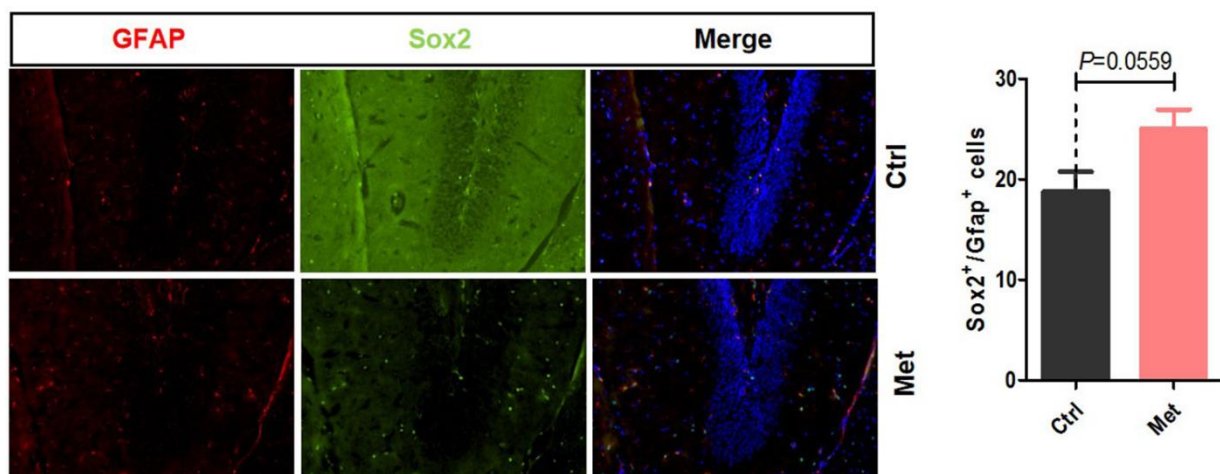

Supplementary Figure 2. DG of old mice treated with metformin ($n \geq 3$) immunostained with the neural stem cell marker Sox2 and newborn neurons marker GFAP. Right: Quantification of Sox2⁺/Gfap⁺ cells.

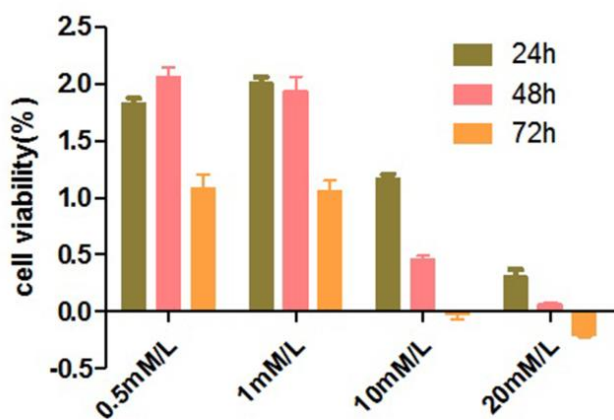

Supplementary Figure 3. Cell proliferation status analysis. NSCs were exposed to different concentrations of metformin (0.5mM/L, 1mM/L, 10mM/L, 20mM/L) for 24 h, 48 h and 72 h followed CCK8 assay.

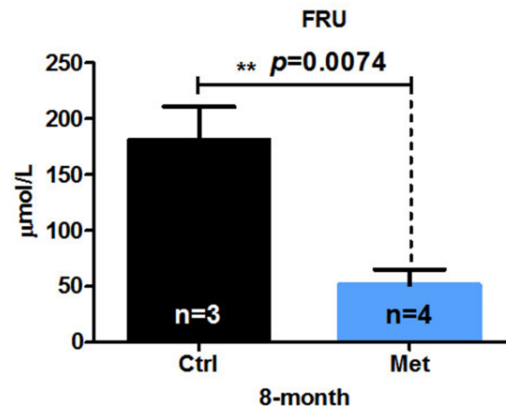

Supplementary Figure 4. Concentration of plasma fructosamine was decreased in 8-month-old mice treated with metformin ($n = 4$) compared with controls ($n = 3$). Ctrl: Control; Met: Metformin; FRU: Fructosamine. The overall significance between two groups was determined by Student's t -test. * $p < 0.05$, ** $p < 0.01$.

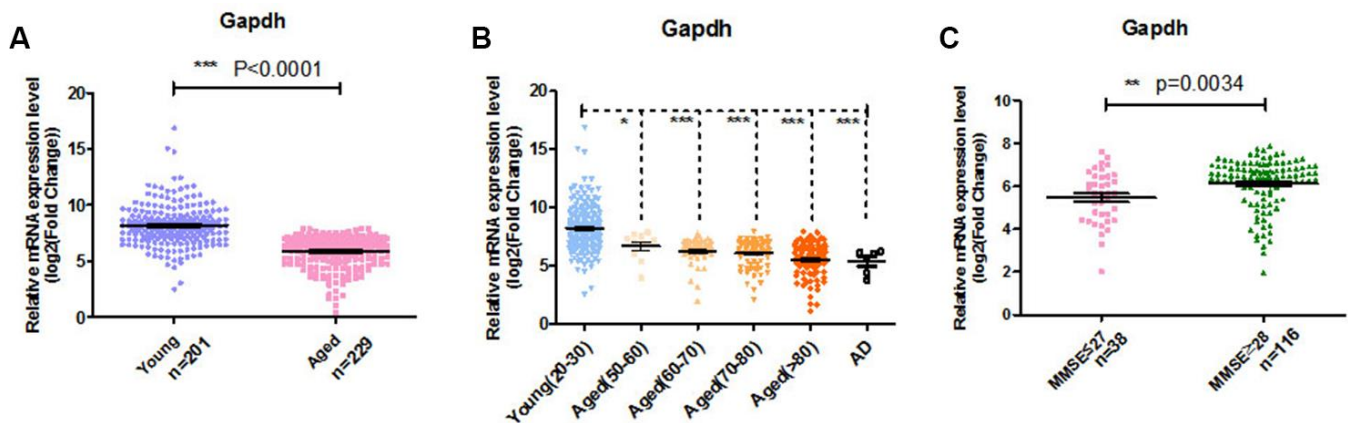

Supplementary Figure 5. GAPDH levels positively correlate with cognitive levels. in humans. (A) Relative GAPDH mRNA expression in blood of young and aged people. (B) Relative GAPDH mRNA expression in blood sample from people of various ages. (C) Relative GAPDH mRNA expression in blood sample of old people (chronicle age > 70s) positively correlated with cognitive levels measured by the Mini-Mental State Examination. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, ns, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

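Blood libraries of 5 control mice and 5 metformin-treated mice were compared, as the sample labels and the paper group them. Each library was taken as 1 mouse. The replicate numbers of the groups were checked for pairing by correlating each library's deviation from its group, and they do not pair the mice. The paper's other experiments are not covered.

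According to the methods and the processing notes, the authors aligned the reads with TopHat (v2.0.9) on a Bowtie (v2.0.6) index and computed expression values with Cufflinks on GRCm38. The deposited values are log2 FPKM, with the base taken from the name of the table and an offset that is not stated. They were used as deposited, apart from the alternative with another pseudocount, for which an offset of 1 was assumed. The sorted values of the libraries nearly coincide, which is the mark of quantile normalization between libraries, a step the methods do not mention. The original levels cannot be recovered from such values. Of the gene identifiers 8897 matched the mouse annotation for GRCm38 and 7 did not. In 19 cases the table's own symbol had been turned into a date, and 205 symbols differ from the annotation's, which was used for names and positions. No read counts were used, so the depth per library is unknown and no counting intervals are given.

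Genes with a log2 value of at least 1 in at least 5 libraries were kept (3442 of 8904). The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend), and p-values were adjusted by Benjamini and Hochberg over the genes kept, with a threshold of 0.05 and no fold limit. The paper's text names no test or threshold for its differentially expressed genes, apart from a q value for KEGG terms and Student's test named in the legends for comparisons of 2 groups. The weighted co-expression modules were not computed again. Group means are given with the SD over mice. For single genes and for the mean of a list per mouse, two-sided exact permutation tests over 252 arrangements were used, whose smallest p is 0.00794. When control 1 and control 5 are left out there are 56 arrangements, and the smallest p is 0.0179.

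Before the data were examined, 44 gene lists were written from knowledge of the pathways, together with the comparisons, the tests, the alternatives and the rule for naming genes. The lists cover the pathways and terms the paper names, glycolytic enzyme forms by tissue, blood cell types, other tissues, metabolic processes and sample handling. After the data were seen, 4 lists were added, of heart muscle markers, fast skeletal muscle markers, ATF4 target genes and brain markers. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. The p-values of the 44 lists were adjusted over these, and those of the 4 added lists over all lists. Fisher's exact test for an excess of higher or of lower calls in a list was run too, adjusted over the lists set before. The check for single libraries far from their group leaves out 1 gene that is not reported here. The rule names the 12 genes with the largest change in each direction among those past the threshold without overlap between groups, each gene the paper names, the core glycolytic enzymes, the 4 members with the smallest p of each list, and the FoxO factors and AMPK subunits.

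The comparison was tested on simulated data of the same size, in which 200 genes were changed. At a log2 change of 1, 40.0% of them were recovered with 5 mice against 5, and at a log2 change of 2, 80.0%. The share of false calls was 4.76% and 5.88%. At a log2 change of 3 it was 7.77%, with 95% recovered. With 5 mice against 3 the recovered shares were 57.0% and 92.5%, and at a log2 change of 3 the share of false calls was 6.4%. These shares hold for the simulated data and were not measured on the real libraries, of which control 1 and control 5 stand apart. Reads shared with pseudogenes or paralogs could not be separated in these values, which concerns Gapdh and the ribosomal proteins above all.

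The alternatives set in advance were another pseudocount, no filter and a stricter filter on low values, centring on the median or on the ribosomal proteins, leaving out each library, the replicate number as a block, eBayes without trend or with robust estimation, weights per library, other thresholds, fry and an estimated correlation for lists, pathways without muscle members, and scores of skeletal muscle, erythroid or neutrophil markers as covariates. After the data were seen, 4 were added: without control 1 and control 5, the same without a trend, the same with pathways without muscle members, and a heart muscle score as a covariate.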

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

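Of the tests in this part, the number of calls under other groupings of all 10 libraries was set before its result was seen, and the same count without control 1 and control 5 and the tests of sources and of normalization were chosen only after the result was seen.

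Control 1 and control 5 carried heart transcripts, with heart list means of 5.40 and 5.68 against 0.21 to 1.20 in the other 8 libraries. Of the 23 heart genes outside the 50 highest, 91.3% in control 1 and more in control 5 were higher than in each other library, which is consistent with RNA of heart tissue in these libraries. The median percentile of the list was 97.9 in both, and quantile normalization, which keeps ranks, cannot move it there. The values argue against a swap with a metformin library, whose partner would be a control within that group, since the lowest skeletal muscle list mean there was 2.77 against 0.34 to 0.51 in control 2 to 4. How heart RNA entered stays open, as the methods name removal of the eyeball for blood taken for plasma, before cardiac perfusion, and no site for the RNA-Seq blood, and so do a single wrong label and a mix-up with an outside heart library, and no biological explanation was tested.

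Skeletal muscle markers were higher in the metformin-treated group by 1.77 as list means, fast skeletal muscle markers by 3.24 and calcium handling of muscle by 1.04, in a paper that does not report on muscle genes in blood. With them rose the muscle forms of glycolytic enzymes, once control 1 and control 5 were left out, and of the 25 genes of the skeletal muscle list left without glycolytic enzymes and without the 12 genes of largest rise, 92.0% were then higher, which is consistent with RNA of skeletal muscle in the metformin libraries as the source in that comparison, while with all 10 libraries 44.0% were. Without control 1 and control 5 the mean change of the muscle forms was at least 1.94 under both other scalings (median and ribosomal centring). With all 10 libraries it was 0.80 as deposited (adjusted p = 0.220 from camera) and 0.717 and 1.63 under these scalings. Both scalings move all genes of a library by the same amount and cannot undo quantile normalization. Normalization as the source therefore stays open. Without control 1 and control 5 the blood cell forms had a mean change of 0.10 (95% interval -0.0924 to 0.293) as deposited, with none higher and 2 lower. It was 0.0703 and 0.793 under these scalings. For the forms on the blood cell list, which leaves out Aldoa, the deposited values argue against a joint rise as large as that of the muscle forms (1.97). A smaller joint rise stays open. Whether muscle RNA came from sampling or from an effect of metformin stays open too, and neither was tested. Extraocular muscle markers, a list of 4 measured genes set before the data were examined that bears on blood taken at the eye, were at 0.888 with metformin, 0.672 in control 2 to 4, and 4.83 and 4.67 in control 1 and control 5.

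ATF4 target genes, a list written after the data were seen, were higher in the metformin-treated group by 0.53 as list means. Of 13 tested, 7 were higher and none was lower in limma (9 higher adjusted over the list alone), among them Mthfd2, Asns, Pck2 and Atf4, with a mean log2 change of 1.04 (adjusted p = 0.000363 from camera, and adjusted p = 0.111 with an estimated correlation). With the erythroid score as a covariate a mean change of 0.932 was left. That score mainly sets control 1 (0.61) and control 5 (2.37) apart from the other libraries (5.19 to 6.23). It therefore cannot decide on a larger share of erythroid cells among those, where ATF4 targets rose by 0.957 and erythroid markers by 0.50. Under both other scalings the mean was at least 0.949, but these cannot undo quantile normalization, so normalization stays open. RNA of skeletal muscle as the source of ATF4 targets and the treatment cannot be told apart, since the mean of the fast muscle list was 3.35 or more in every metformin library and at most 0.83 in the controls. A response of blood cells to metformin may be the cause and stays open too, as the list of amino acid synthesis set before did not pass camera (adjusted p = 0.308).

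Single libraries stood far from the other 4 of their group in 16 of 214 groups tested (48 lists and 59 genes in both groups), where chance gives about 1 in 20. Metformin 5 was low for calcium handling of muscle (1.88, others 2.08 to 2.14), Tnnt3 (5.87, others 6.47 to 6.71), Atp2a1 (5.18, others 5.71 to 5.87) and Myl1 (4.49, others 5.11 to 5.16). Metformin 2 was low for platelet markers (0.516, others 4.26 to 4.84) and Prkag1 (0.467, others 1.23 to 1.45), and high for oxidative phosphorylation outside complex I (3.74, others 3.34 to 3.38) and Prkab1 (2.05, others 1.50 to 1.61). Control 1 was high for retina and lens markers (1.34, others 0.115 to 0.201), Kdr (1.13, others 0.106 to 0.399) and Pgam1 (2.22, others 1.65 to 1.81), and low for Ly6e (4.26, others 5.50 to 5.92). Control 3 was high for Hk1 (3.09, others 1.25 to 1.62) and Prkab2 (1.40, others 0.307 to 0.370). For ATF4 target genes control 2 (1.23, others 0.987 to 1.04) and metformin 3 (1.77, others 1.52 to 1.57) were high.

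Lists that the paper does not discuss also differed between the groups, erythroid markers by 2.16 and autophagy by 0.55 as list means, and neither passed camera with an estimated correlation (adjusted p = 0.713 for both). The erythroid difference rests in large part on control 1 (0.61) and control 5 (2.37), against 5.19 to 5.90 in the other controls. The mean change over the erythroid markers was 1.32 without control 1, 1.76 without control 5 and 0.50 without both, and over autophagy it was 0.78 with all libraries and 0.39 without both.

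Other groupings of the 10 libraries into 5 and 5 gave at most 13 called genes, in 100 groupings drawn of 126. The real one gave 145 higher and 107 lower and was the only 1 as large. This argues against chance as the source of the number of calls, within the limit of the 100 groupings drawn. Among the 8 libraries other than control 1 and control 5, the real grouping gave 512 calls and was the only 1 of 56 as large. That is the smallest share these groupings allow, and chance is not excluded there. The highest other grouping gave 369 calls and set control 2, control 4 and metformin 2, all low in platelet markers, apart from the rest, which points to a structure of the libraries.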

How the results depend on the processing

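The alternatives without control 1 and control 5, and those with the heart muscle score, were chosen only after the values were seen, and the cause of the changes below was not tested unless given. With the skeletal muscle score, metformin is compared mainly with control 1 and control 5, which lie close to it on that score. The erythroid score mainly sets control 1 and control 5 apart.

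The number of changed genes (145 higher and 107 lower) was 51 to 444 when each library was left out, and 30 with the replicate number as a block, which removes degrees of freedom although the numbers do not pair the mice. It was 73 with no filter on low values and 75 with FPKM of at least 5 (26 higher, 49 lower), where only 755 genes were tested. Centring on the ribosomal proteins gave 1907, of which 1890 were higher, as it moves the median log2 change of all genes from 0.0139 to 0.841, and with the stricter filter that median is 0.777. Centring on the median gave 287 (129 higher and 158 lower). It was 739 with array weights, 1523 with the skeletal muscle score, 552 with the erythroid score, 150 with the neutrophil score, 497 with the heart muscle score, 512 without control 1 and control 5 and 506 for the same without trend. Other thresholds gave 470 (adjusted p under 0.1), 737 (unadjusted p under 0.05 and fold at least 1.5) and 131 (adjusted p under 0.05 and fold at least 2). It stayed within 1.5 times with pseudocount 0.1 (196), no trend (263) and robust estimation (245).

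Core glycolytic enzymes (mean 0.174) were at 0.031 to 0.352 without single libraries, at -0.0294 without muscle members, at 1.00 when centred on the ribosomal proteins and at 0.499 with array weights. With the skeletal muscle score they were at -0.767, with the erythroid score at 0.740, without control 1 and control 5 at 0.645 with or without trend, and with the heart muscle score at 0.616. The adjusted p of camera over all settings was 0.007 to 0.995. Glycolysis and gluconeogenesis (0.188) were at 0.0796 to 0.325, 1.02 when centred on the ribosomal proteins, -0.508 with the skeletal muscle score, 0.620 with the erythroid score, 0.540 without control 1 and control 5 with or without trend and 0.516 with the heart muscle score (adjusted p of camera 0.00209 to 0.990). Leaving out control 1, control 5 and muscle members, these means were 0.135 (adjusted p = 0.588 from camera) and 0.183 (adjusted p = 0.271 from camera). FoxO signaling (0.271) was at 0.156 to 0.336 without single libraries, at 1.41 with the stricter filter, 1.10 when centred on the ribosomal proteins, 0.717 with the skeletal muscle score, 0.109 with array weights and 0.0412 without control 1 and control 5, and turned to -0.0209 with the erythroid score. AMPK signaling (0.273) was at 0.0979 to 1.10, kept its direction and did not pass camera in any setting (adjusted p 0.0852 to 0.713).

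Gapdh (-0.60) was at -1.15 to -0.01 without single libraries, and positive when centred on the ribosomal proteins (0.227), with array weights (0.607), with the erythroid score (1.27), without control 1 and control 5 (0.959, with or without trend) and with the heart muscle score (0.872). With the skeletal muscle score it was -3.63 and passed limma. Pfkp (-0.53) was at -0.701 to -0.388 without single libraries and at 0.299 when centred on the ribosomal proteins, and the stricter filter removed it. That centring also turned the T cell markers (0.263), Pfkl (0.686), Pgam1 (0.669) and Rapgef1 (0.320). The skeletal muscle score turned the muscle forms of glycolytic enzymes (-1.52), B cell markers (0.451), Pfkm (-1.01), Tpi1 (-1.12), Pgam2 (-4.11) and Eno3 (-2.50). Heart muscle markers (-1.99) turned to 1.13 with the erythroid score, 0.617 without control 1 and control 5 with or without trend, and 0.467 with the heart muscle score. Genes of mitochondrial complex I (-0.868) and other oxidative phosphorylation (-0.890) turned to 0.623 and 0.611 with the erythroid score, 0.380 and 0.372 without control 1 and control 5 with or without trend, and 0.278 and 0.276 with the heart muscle score. Cryab (-0.448) turned to 2.03, 1.65 and 1.52 in these settings, and immediate early and heat shock genes (-0.494) to 0.333 when centred on the ribosomal proteins. ATF4 target genes no longer passed camera with the skeletal muscle score (1.19, adjusted p = 0.0642). Lists and single genes otherwise kept their direction where they were called, and the unknown depth leaves the precision of low values open.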

Differences from the paper's values

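The paper states no numbers for the blood RNA-Seq comparison, and the tests without control 1 and control 5, without trend there, and with the heart muscle score were chosen only after the result was seen.

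The paper states that glycolysis/gluconeogenesis was upregulated in the metformin-treated group. It draws this from KEGG terms of gene modules, while the lists here were written from knowledge, so the measures differ. The same holds for the other terms below. With all 10 libraries, Fisher's exact test for an excess of higher genes gave unadjusted p = 0.363 for it, 0.63 for FoxO and 0.508 for AMPK signaling. Without control 1 and control 5 the adjusted p of Fisher's test was 0.0537, 0.841 and 0.624. With all 10 libraries, 2 of 30 genes were higher and none lower, with a mean log2 change of 0.19 (adjusted p = 0.857 from camera). Among the alternatives set before the data were examined, the erythroid score as a covariate called the list higher (0.620, adjusted p = 0.00209 from camera). The skeletal muscle score, which compares metformin mainly with control 1 and control 5, called it lower (-0.508, adjusted p = 0.0172 from camera). In the comparison without control 1 and control 5 (0.540, adjusted p = 0.00366 from camera), for the same without trend (adjusted p = 0.00411) and with the heart muscle score (0.516, adjusted p = 0.00917 from camera), all chosen after seeing the values, it was higher, while with an estimated correlation the first of these did not pass (adjusted p = 0.360) and with fry it did (adjusted p = 0.00200). The core glycolytic enzymes, at 0.17 (adjusted p = 0.909 from camera), were called higher in the same alternatives, with adjusted p of camera of 0.0204, 0.0178, 0.0139 and 0.0349 in that order. They did not pass without control 1 and control 5 when the correlation was estimated (adjusted p = 0.360 from camera), passed fry there (adjusted p = 0.00302), and with the skeletal muscle score they were called lower (-0.767, adjusted p = 0.007 from camera). With control 1, control 5 and the muscle members of the lists left out, neither list passed camera. The core enzymes were then at 0.135 (adjusted p = 0.588 from camera) and glycolysis and gluconeogenesis at 0.183 (adjusted p = 0.271 from camera). Pck2 and Pgm1 were higher with and without control 1 and control 5.

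FoxO signaling, which the paper gives as upregulated, had 2 genes higher and 1 lower of 50 and a mean of 0.27 (adjusted p = 0.392 from camera), and no setting called it (adjusted p 0.204 to 0.998). Atg12 and Pck2 rose.

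AMPK signaling, which the paper also gives as upregulated, had 2 genes higher and none lower of 40 and a mean of 0.27 (adjusted p = 0.273 from camera, 0.0852 to 0.713 over all settings). Its mean per mouse was higher in all 5 metformin-treated mice than in all controls (adjusted p = 0.0499 over 44 lists from the exact permutation test). The rotation test fry gave p = 0.0362 before adjustment and did not pass after it (adjusted p = 0.115), and the exact permutation test gave 0.00794 before adjustment.

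The list of glycogen, starch and sucrose metabolism, a term of Figure 4B, had a mean of 0.37 (adjusted p = 0.136 from camera). Among the alternatives set before the data were examined, camera called it higher with no filter (adjusted p = 0.00358), with array weights (adjusted p = 0.00578), with the erythroid score (adjusted p = 0.000978), without control 1 (adjusted p = 0.0308) and without control 5 (adjusted p = 0.0482). Among those chosen after seeing the values, it did so without both (adjusted p = 0.00323), for the same without trend (adjusted p = 0.00593) and with the heart muscle score (adjusted p = 0.00389). Fisher's exact test for an excess of higher genes passed without both (adjusted p = 0.0271) and not with all libraries (unadjusted p = 0.378). With an estimated correlation the adjusted p of camera was 0.713 with all libraries and 0.193 without both, fry gave 0.179 and 0.000234, and with the skeletal muscle score the mean was -0.25 (adjusted p = 0.500 from camera). For amino acid synthesis, a term of Figure 4C, camera gave an adjusted p of 0.308, while fry, set before the data were examined, called it higher (adjusted p = 0.0267), as did camera with no filter (adjusted p = 0.0465), and the exact permutation test on the mean per mouse an adjusted p of 0.0698.

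The paper shows, in Figure 4A as read by eye, the libraries Ctrl-4 and Ctrl-5 apart from the other controls, where in the deposited table control 1 and control 5 stand apart. The paper proposes more glycolysis in metformin-treated mice and follows Gapdh in the hippocampus, where it reports a rise. In blood Gapdh was at -0.60 (adjusted p = 0.648 from limma), and it was past the threshold and higher with the heart muscle score (0.872, adjusted p = 0.0490) and without control 1 and control 5 without trend (0.959, adjusted p = 0.0316), both chosen after seeing the values.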

Other observations

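The comparisons without control 1 and control 5 in this part were chosen only after the result was seen.

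Lymphocyte genes were lower in blood of metformin-treated mice once control 1 and control 5 were left out. Of 11 B cell markers 8 were then lower and none higher (10 adjusted over the list alone), with a mean log2 change of -2.04 (adjusted p = 1.16e-07 from camera, and adjusted p = 0.360 with an estimated correlation), and Cd74, the invariant chain of antigen presentation, was at -3.62. Of 9 T cell markers 8 were lower and none higher (8 adjusted over the list alone), with a mean of -1.24 (adjusted p = 9.29e-06 from camera, and adjusted p = 0.360 with an estimated correlation). With all 10 libraries no B cell marker passed limma (1 lower at an unadjusted p under 0.05), and the mean was -1.17 (adjusted p = 0.0146 from camera, 0.109 without control 3 and 0.0906 without control 4, and adjusted p = 0.713 with an estimated correlation). No T cell marker passed limma or an unadjusted p under 0.05 there, and the mean was -0.57 (adjusted p = 0.107 from camera), with the direction reversed when values were centred on the ribosomal proteins (0.263). With the skeletal muscle score as a covariate, which compares metformin mainly with control 1 and control 5, neither list was lower. T cell markers were then at 0.729 (adjusted p = 0.354 from camera) and B cell markers at 0.451 (adjusted p = 0.636 from camera).

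Platelet markers differed more within groups than between them. Their list mean was 5.43 in control 3, 4.26 to 4.84 in 4 metformin libraries, 0.39 to 1.97 in the other controls and 0.52 in metformin 2. None of 18 passed limma, also when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. Their mean was 1.68 (adjusted p = 0.00679 from camera, 0.0730 without control 4, and adjusted p = 0.713 with an estimated correlation), and 1.06 (adjusted p = 0.140 from camera) without control 1 and control 5.

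Neutrophil markers had a mean of -1.05 (adjusted p = 0.118 from camera), with none of 9 past limma, also when adjusted over the list alone, or at an unadjusted p under 0.05. With control 1 and control 5 left out that mean was -1.47 (adjusted p = 0.0205 from camera, and adjusted p = 0.541 with an estimated correlation), with none past limma and 4 lower at an unadjusted p under 0.05, and it also passed camera in alternatives set before, such as without control 1 (-1.67, adjusted p = 0.00587). Heart muscle markers had a mean log2 change of -1.99 (adjusted p = 0.0756 from camera), with none of 14 past the threshold of limma, also when adjusted over the list alone, and 2 lower at an unadjusted p under 0.05, and 0.62 (adjusted p = 0.00216 from camera, and adjusted p = 0.475 with an estimated correlation) without control 1 and control 5. Of 21 brain markers 1 was higher and none lower (none adjusted over the list alone), with a mean of 0.34 (adjusted p = 0.141 from camera, 0.0104 with no filter, 0.00667 without control 1 and 0.0105 without metformin 1).

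Of 9 immediate early and heat shock genes, a list for sample handling, 2 were lower and none higher in limma (2 lower adjusted over the list alone, and 5 lower at an unadjusted p under 0.05), with a mean of -0.49 (adjusted p = 0.0870 from camera, adjusted p = 0.713 with an estimated correlation, and adjusted p = 0.0270 from fry). These were the chaperone Hspa8 (-1.82, adjusted p = 0.0323 from limma) and Ier2 (-0.88, adjusted p = 0.0390 from limma). The call of Hspa8 ended without control 5 or any 1 metformin library but metformin 2, and that of Ier2 without control 5 or any 1 metformin library, at adjusted p of limma of 0.0520 to 0.104, and Ier2 was at -0.0554 when centred on the ribosomal proteins. With control 1 and control 5 left out 1 was higher and 4 were lower in limma (the same counts adjusted over the list alone), with a mean of -0.54 (adjusted p = 0.0885 from camera, and adjusted p = 0.0801 from fry).

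Genes of mitochondrial complex I had a mean of -0.87 (adjusted p = 0.00344 from camera, and adjusted p = 0.713 with an estimated correlation), and other genes of oxidative phosphorylation -0.89 (adjusted p = 0.00679 from camera, and adjusted p = 0.713 with an estimated correlation), neither of which passed camera without control 1 or without control 5 (adjusted p = 0.103 to 0.245), with none of 35 and 40 past limma, also when adjusted over the list alone, or at an unadjusted p under 0.05. Both lists were highest in control 1 and control 5, and with these left out the means turned to 0.38 (adjusted p = 0.000971 from camera, and adjusted p = 0.494 with an estimated correlation) and 0.37 (adjusted p = 0.0212 from camera, and adjusted p = 0.628 with an estimated correlation). Of 14 genes of heme synthesis and iron, Cpox and Tfrc were higher and none was lower in limma (4 higher adjusted over the list alone, and Cpox not without control 5, metformin 3 or metformin 5, at adjusted p of 0.0521 to 0.0587), with a mean of 1.23 (adjusted p = 0.00344 from camera, and adjusted p = 0.713 with an estimated correlation), and 0.32 (adjusted p = 0.118 from camera) with control 1 and control 5 left out.

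Of the extraocular muscle markers only Cryab was tested, at -0.45 (adjusted p = 0.789 from limma) with all 10 libraries and at 1.65 (adjusted p = 0.00362 from limma) without control 1 and control 5. It was at 6.09 in both of these, and Myh6 of the same list, which is also on the heart muscle list, was at 10.5 and 9.73 there.

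Genes that the paper measures in other experiments or only names were also looked up in blood. Pfkp, the platelet form of phosphofructokinase (chromosome 13, 6579768 to 6648777), was at 1.16 ± 0.422 (SD, n = 5) against 1.69 ± 0.440 (SD, n = 5), a log2 change of -0.53 (adjusted p = 0.198 from limma, and p = 0.0794 in the exact permutation test). Actb was at -1.75 (adjusted p = 0.0425 from limma), a call that ended, at adjusted p of limma of 0.0522 to 0.101, without any 1 library except control 1 or control 4. Tubb3 (0.48, adjusted p = 0.0981 from limma), Gfap (0.45, adjusted p = 0.209 from limma) and Vegfa (-0.75, adjusted p = 0.452 from limma) did not pass. Vegfa was at 3.76 and 3.71 in control 1 and control 5 and at 0.43 to 0.57 in the other controls, and with these 2 libraries left out its change turned to 0.55 (adjusted p = 0.0793 from limma). Kdr, Rbfox3 and Il1b were too low to be tested, and Sox2, Dcx and Il6 are not among the genes of the table.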
